# Transcriptomic analysis of CO_2_-treated strawberries (*Fragaria vesca*) with enhanced resistance to softening and oxidative stress at consumption

**DOI:** 10.3389/fpls.2022.983976

**Published:** 2022-08-19

**Authors:** Ivan del Olmo, Irene Romero, Maria Dolores Alvarez, Rosa Tarradas, Maria Teresa Sanchez-Ballesta, Maria Isabel Escribano, Carmen Merodio

**Keywords:** cell wall, CO_2_, firmness, H_2_O_2_, lignin, RNA-seq, xyloglucans, strawberries

## Abstract

One of the greatest threats to wild strawberries (*Fragaria vesca* Mara des Bois) after harvest is the highly perishability at ambient temperature. Breeders have successfully met the quality demands of consumers, but the prevention of waste after harvest in fleshy fruits is still pending. Most of the waste is due to the accelerated progress of senescence-like process after harvest linked to a rapid loss of water and firmness at ambient temperature. The storage life of strawberries increases at low temperature, but their quality is limited by the loss of cell structure. The application of high CO_2_ concentrations increased firmness during cold storage. However, the key genes related to resistance to softening and cell wall disassembly following transference from cold storage at 20°C remain unclear. Therefore, we performed RNA-seq analysis, constructing a weighted gene co-expression network analysis (WGCNA) to identify which molecular determinants play a role in cell wall integrity, using strawberries with contrasting storage conditions, CO_2_-cold stored (CCS), air-cold stored (ACS), non-cold stored (NCS) kept at ambient temperature, and intact fruit at harvest (AH). The hub genes associated with the cell wall structural architecture of firmer CO_2_-treated strawberries revealed xyloglucans stabilization attributed mainly to a down-regulation of *Csl E1*, *XTH 15*, *Exp-like B1* and the maintenance of expression levels of nucleotide sugars transferases such as *GMP* and *FUT* as well as improved lamella integrity linked to a down-regulation of *RG-lyase*, *PL-like* and *PME*. The preservation of cell wall elasticity together with the up-regulation of *LEA*, *EXPA4*, and *MATE*, required to maintain cell turgor, is the mechanisms controlled by high CO_2_. In stressed air-cold stored strawberries, in addition to an acute softening, there is a preferential transcript accumulation of genes involved in lignin and raffinose pathways. Non-cold stored strawberries kept at 20°C after harvest are characterized by an enrichment in genes mainly involved in oxidative stress and up-expression of genes involved in jasmonate biosynthesis. The present results on transcriptomic analysis of CO_2_-treated strawberries with enhanced resistance to softening and oxidative stress at consumption will help to improve breeding strategies of both wild and cultivated strawberries.

## Highlights

- Gene co-expression network analysis of the transcriptome in CO_2_-treated strawberries identifies genes involved in softening resistance at consumption.
- Identification of molecular determinants underlying the protection against senescence-like process by high CO_2_.
- Oxidative stress in non-cold stored strawberries kept at 20°C after harvest.
- Softening and up-regulation of genes involved in lignin and raffinose pathways in stressed air-cold stored strawberries.
- Preservation of cell wall elasticity, xyloglucans stabilization and improved lamella integrity in CO_2_-treated strawberries.

## Introduction

Strawberries undergo intense breeding selection for new cultivars based on fruit quality traits (Barbey et al., 2020). Breeders have successfully met the demands of consumer preference in taste and nutritional values, but the prevention of waste after harvest in fleshy fruits is still pending. Most of the waste is due to the accelerated progress of senescence-like process after harvest linked to a loss of texture of the fruit. However, genetic studies conducted on texture at consumption after postharvest storage have been limited, partly due to the complexities associated with quantifying it (Cockerton et al., 2021). Hence, understanding of the molecular biology underlying the regulation of fruit texture after harvest is a strategy to tackle eating quality and fruit loss prevention. The softening of strawberries during developmental ripening process is well-studied (Harrison et al., 2001; Park and Cosgrove, 2015; Moya-León et al., 2019; Witasari et al., 2019). Different transgenic strategies have been applied to assess the role of specific genes in controlling fruit softening and in some cases, down-regulating the genes involved in pectin solubilization and depolymerization (Santiago-Doménech et al., 2008; Molina-Hidalgo et al., 2013; Jara et al., 2019). Alternatively, the information gained on wild strawberry genes from the application of beneficial postharvest treatments that enhance firmness may be translated into useful and straightforward ways to improve fruit eating quality. Specifically, wild strawberry *Fragaria vesca* is an important model system for the increased demand of fruit quality traits (Diamanti et al., 2012) in cultivated strawberry because of its diploid genome, availability of extensive transcriptome data, and a range of molecular genetic tools (Hawkins et al., 2017). A problem with wild strawberries is that at ambient temperature they experience a quick softening, fungal attack and water loss. Low temperature storage around 0°C is one of the most important factors to extend storage strawberry life and to delay softening. Although strawberries are classified as not susceptible to chilling injury, they are prone to producing exudate and application of technologies improving water retention is needed. Short-term high CO_2_ treatments help strawberries to face temperature shifts at 0°C (Blanch et al., 2015). In cultivated strawberries, the beneficial effect of high CO_2_ concentrations (15–20% CO_2_) to reduce softening during cold storage is well-known (Harker et al., 2000). The effect of high CO_2_ in the delay of softening during cold storage depends on cultivar., maturity and storage length (Ponce-Valadez et al., 2009), and in some cultivars, including *Fragaria vesca* Mara des Bois, high CO_2_-induced firmness enhancement (Smith and Skog, 1992; Larsen and Watkins, 1995; Harker et al., 2000; Blanch et al., 2019). However, little is known whether the firming effect induced by high CO_2_ concentrations at low temperature was maintained after transfer at 20°C. Since firmness at the time of consumption is crucial to achieve desirable organoleptic characteristics and to reduce waste, it is of importance to understand the effect of high CO_2_ after transference at 20°C following cold storage. Additionally, while the effect of low temperature and short-term high CO_2_ in postharvest storage of berries on transcriptome profiling has been analyzed (Ponce-Valadez et al., 2009; Rosales et al., 2016; Bang et al., 2019) less attention has been paid to the molecular mechanisms in response to the temperature shifts from cold storage at 20°C, which greatly affects fruit quality. Moreover, it cannot be assumed that fruit responses at 20°C after transfer from different cold storage conditions will be identical to that of non-stored fruit, and it is possible that the activation of cold-stress responses to temperature shifts at 0°C might accelerate the loss of firmness at the moment of consumption.

Clearly, the regulation of texture in response to temperature shift at 20°C from cold storage is quite complex and new approaches are needed, including a better understanding of the relationship between changes in the textural properties and senescence-like process. The crucial role of turgor, the force exerted on the cell membrane by intracellular fluid for cell separations in the textural properties of fruit, is well recognized (Toivonen and Brummell, 2008; Castellarin et al., 2016). For the contribution to osmotic adjustment for turgor maintenance and cell wall structure, the metabolism of sugars, especially sucrose, the main reserve carbohydrate in strawberries, takes on particular importance. We previously reported that in the diploid Mara des Bois strawberries, other beneficial responses were found concerning high CO_2_ treatment, primarily sucrose accumulation and water retention (del Olmo et al., 2020).

The aim of the present work was firstly to determine which molecular mechanisms participate in senescence-like responses and degradative process controlled by high CO_2_ levels. Secondly, to identify the key genes related to resistance to softening and cell wall disassembly following transference from cold storage at 20°C. For this, we undertook a transcriptomic approach on Mara des Bois strawberries with storage conditions, with CO_2_-cold stored (CCS), air-cold stored (ACS), non-cold stored (NCS) and intact fruit at harvest (AH) acting as quality control samples. We applied weight gene co-expression network analysis (WGCNA) to explore candidate biomarkers of firmness from the perspective of a weighted network. Furthermore, generating the whole genome transcriptome of *Fragaria vesca* serves as a powerful tool for unraveling cross-talk molecular mechanisms of softening and senescence, which may have negative impacts on quality of wild and cultivated strawberries.

## Materials and methods

### Plant material

Mara des Bois strawberries (*Fragaria vesca*) were harvested from a commercial crop in San Sebastian de los Reyes (Madrid, Spain). The ripe strawberries immediately after harvest (2 h) were used as the control (AH). 40 boxes of 200 g of fruit placed directly in a chamber at 20°C and 80% RH for 2 days were the non-cold stored (NCS). Another group of 80 boxes of fruit were randomly divided into two lots and stored in two containers at 1°C. One container was stored in air for 7 days and then transferred at 20°C for 1 day (conditions employed to simulate a time in transit) and used to analyze the air-cold stored fruit (ACS). The other container was pretreated for 2 days with a gas mixture containing 18% CO_2_ + 18% O_2_ + 64% N_2_, then air-ventilated for another 5 days and thereafter transferred at 20°C for 1 day and used to analyze the CO_2_-cold stored fruit (CCS). Five boxes (90 strawberries) from each storage condition (control, non-cold stored, air-cold stored and CO_2_-cold stored) were collected. 45 strawberries were assessed for texture and quality, while another 45 were divided into three batches of 15 berries and frozen in liquid nitrogen and stored at-80°C until analysis.

### Glutathione, lignin, H_2_O_2_ and major soluble sugars

Glutation content was determined following the extraction of 100 mg of frozen strawberry in 0.5 ml of 5% 5-sulfosalicylic acid (SSA), After centrifugation at 8000 x g for 10 min, the supernatant was recovered and diluted (1:10) with ddH_2_O. Glutathione content (GSH + GSSG, reduced plus oxidized glutathione forms) was established by using the commercial kit from Sigma-Aldrich, with the change in absorbance at 405 nm recorded over 10 min using a BioTek PowerWave XS microplate reader (BioTek, France). Glutathione concentrations were extrapolated from standard curves of GSSG *y* = 0.0366*x*–0.0121; *R*^2^ = 0.9988 and Glutathione total *y* = 0.0251*x*–0.0159; *R*^2^ = 0.9997.

Lignin content was determined using activated triethylene glycol (TEG) with modifications (Edwards, 1973). One L of TEG was activated with 6.3 ml of HCl (37%). One g of frozen strawberry powder was suspended in 7 ml of activated TEG and left for 1 h at 121°C. The samples were centrifuged at 4,000 rpm for 10 min, and the supernatant was recovered. The residue was extracted a second time by adding 7 ml of activated TEG, agitated in vortex and centrifugated at 4,000 rpm for 10 min. The supernatants were combined and diluted at 1:50, and their absorbance was measured at 280 nm using a BioTek PowerWave XS microplate reader (BioTek, France). A calibration curve was prepared in the concentration range from 0 to 100 mg l^−1^ of lignin (Sigma-Aldrich; *y* = 0.0284*x*–0.0216; *R*^2^ = 0.9931).

Hydrogen peroxide was measured photometrically after reaction with KI. 500 mg of frozen strawberry powder was suspended in 1.5 ml of ice-cold 0.1% TCA. The samples were centrifuged at 12,000 rpm for 15 min at 4°C and the supernatant was recovered. The reaction mixture consisted of 0.2 ml supernatant, 0.2 ml H_2_O, 12 μl EDTA 10 mM, and 0.8 ml KI 1 M. The reaction was developed for 30 min in darkness and absorbance measured at 390 nm using a BioTek PowerWave XS microplate reader (BioTek, France). A calibration curve of H_2_O_2_ (Sigma-Aldrich) from 0 to 150 μM was prepared (*y* = 0.0011*x*–0.0015; *R*^2^ = 0.9997). For sugar analyses, 2 g of frozen strawberry powder (wet) were extracted with 5 ml of distilled water and soluble glucose, fructose, sucrose and xylose were determined as described by del Olmo et al. (2020). Experimental data represent the mean and SD of the three replicates. Each biological replicate was composed of 15 pooled strawberries.

### Texture measurement

Strawberry firmness was analyzed using a TA.HDPlus Texture Analyzer (Stable Micro Systems, Ltd., Godalming, United Kingdom) provided with Texture Exponent software (version 6.1.13.0) and equipped with a 30 kg load cell. Volodkevich tests were carried out using the upper Volodkevich Bite Jaw probe, which performs an imitative test by simulating the action of an incisor tooth biting through the strawberry. Each fruit was placed on the stationary plate, and the biting action was given by the compressive movement of the upper jaw shearing into the equator of the sample to a curve, from which we obtained the first force peak (*N*), the average shearing force (*N*), and the shearing energy (*J*).

### RNA extraction and quality assessment

The total RNA of three biological replicate samples was extracted from 0.5 g of fruit powder in accordance with Yu et al. (2012). Each biological replicate sample contained a fruit mixture of at least 50 strawberries. A TURBO DNase™ enzyme (Ambion, Austin, TX, United States) treatment was used to degrade the contaminant DNA. RNA quantity and purity were measured with the NanoDrop ND-1000 spectrophotometer (Thermo Scientific). RNA integrity was determined by the RNA integrity number (RIN), using a 2,100 Bioanalyzer (Agilent) at the CNAG-CRG (Centro Nacional de Análisis Genómico, Barcelona, Spain).

### RNA library construction and RNA sequencing

Samples were sequenced at the CNAG-CRG. The mRNA from each biological replica was employed to prepare the RNA-Seq libraries with the reagents provided in the Illumina^®^TruSeq^™^ Stranded Total RNA kit protocol (Illumina Inc., San Diego, CA, United States). The size and quality of the libraries were quality controlled in Agilent DNA 2100 Bioanalyzer assay (Agilent).

Each library was sequenced using Illumina HiSeq™ 2,500 (Illumina Inc.), in paired-end mode with a read length of 2 × 50 bp, generating minimally 39 million paired-end reads per replica and passing filter for each RNA-Seq library in a fraction of a sequencing lane of the sequencer following the manufacturer’s protocol (max. 200 M/lane). We obtained the following million paired-end reads in each replica: 45, 47, and 64 for AH; 39, 34, and 50 for SL; 39, 45, and 57 for ACS; and 41, 45, and 51 for CCS.

Image analysis, base calling, and base quality scoring of the run were processed by Sequencer Software HiSeq Control Software 2.2.58—Real-Time Analysis (RTA 1.13.48), followed by the generation of FASTQ sequence files by CASAVA 1.8. The base quality of the sequences obtained was also checked with the FastQC tool,^1^ and SeqMonk Mapped Sequence Data Analyzer (version: 1.46.0; Babraham Bioinformatics, United Kingdom). Likewise, FASTQ Groomer (Version 1.1.5) and Cutadapt (Version 1.16.6) were used to optimize the reads, converting FASTQ quality formats and removing adapter sequences.

### Sequence alignment with the reference genome

The aligned files were generated with the HISAT 2.1.0 program (Langmead et al., 2009) that was employed for aligning the sequences against *Fragaria vesca* Whole Genome v4.0.a2 (Li et al., 2019).

### Differential expression analysis

DESeq2 was used to identify differentially expressed genes (DEGs) based on the negative binomial distribution that is generalized for linear models (Love et al., 2014). This program allows us to select our triplicates with at least two data stores in each and will identify probes whose representation differs significantly in the two sets. The RNA-Seq quantitation pipeline tool of SeqMonk Mapped Sequence Data Analyzer (version: 1.46.0; Babraham Bioinformatics, United Kingdom) was used to analyze RNA-Seq expression data. The DESeq2 stats filter was applied in all probes where each comparison (AH vs. SL, AH vs. ACS, AH vs. CCS, NCS vs. ACS, NCS vs. CCS, ACS vs. CCS) had a significance below 0.05 after Benjamini and Hochberg correction was used with independent intensity filtering. Quantitation was performed through RNA-Seq pipeline quantitation counting reads over exons as raw counts, assuming a non-strand specific library. Therefore, each DEGs of each comparison yielded the following number from the 34,008 total probes: (6,167, 7,587, 6,831, 7,796, 7,876, and 3,900 probes, respectively). Finally, the DEGs were delimited based on an absolute log_2_-fold change (Fc) value ≥1.5 for activated genes and ≤ −1.5 for repressed genes which in turn have a False Discovery Rate ≤ 0.05 (FDR ≤ 0.05). Venn diagrams comparing the different sets of DEGs were plotted with the Venn Diagram Plotter.^2^

### Weighted gene co-expression network analysis

Co-expression network analysis was performed using the WGCNA package in R (Version: 1.68; Langfelder and Horvath, 2008). The raw data was prepared before running the WGCNA package by carrying out the following steps. The raw counts for 34,008 genes were normalized on Reads Per Kilobase Million (RPKM). Transcript features over each gene were performed using SeqMonk Mapped Sequence Data Analyzer (version: 1.46.0; Babraham Bioinformatics, United Kingdom). Thus, the RPKM quantification for existing probes was performed with the Read Count Quantitation, using all reads corrected for total count per million reads, which were then corrected by the probe length. The normalized count file was adjusted to match the format that the WGCNA package needed, checking gene outliers and removing them until the cuts were passed. Next, we examined the sample network based on squared Euclidean. The whole network connectivity was calculated, with samples designated as outlying if their Z.k value was below the threshold (thresholdZ.k = −2.5). Therefore, the outlying samples were removed from expression and trait data, and a set of soft-thresholding powers of 20, powers = *c* (1:20), were selected. We were then able to use the pickSoftThreshold function that analyses network topology to choose a proper soft-thresholding power (sft, power = 8). Firstly, we employed automatic module detection *via* dynamic tree cutting, where the function blockwiseModules automatically implements all steps of module detection. Afterward, we calculated a one-step network and defined the gene significance variable (GS.value) for each module color. An intramodular analysis was then carried out, identifying genes with high GS and the color member module, and calculating the gene relationship to trait and important modules. In this way, the gene significance (GS) and module (kME) correlation for each module color were obtained. We also performed stepwise manual module detection to represent the relationships between the modules and trait. Thus, we precisely determined which color module should be selected, defining a dissimilarity based on the topological overlap with the dissTOM = TOMdist (A) function. The cutting method for selecting the module is detailed in Langfelder et al. (2008). Finally, in order to construct and analyze a network with such a large number of nodes, we used the “bwnet” function to construct a network with the blockwiseModules function calculating the topographical overlap matrix (TOM). Finally, the network was visualized using Cytoscape_v3.7.2.

### Functional annotation of unigenes and annotation enrichment analysis

We used the ontological annotations described in The Genome Database for Rosaceae (GDR), which comprises about 52% of all *Fragaria vesca* genome annotations, and enriched them with those obtained in similarity sequence analysis from *Arabidopsis* ontology databases (23% of the annotations) and UNIPROT databases (13% of the annotations). Thus, it was possible to cover 88% of ontologies from the total (≈ 30,000 ORF) of the annotations of *Fragaria vesca* genome.

A Singular Enrichment Analysis (SEA; Du et al., 2010) was performed to iteratively test the functional category functionally enriched (FDR ≤ 0.05) deemed as being enriched and therefore representative of each condition. These ontological analyses have been represented schematically, using descriptions that include the GO categories collected in databases with tools such as REVIGO (Supek et al., 2011), making it possible to visualize long lists of Genetic Ontology terms.

### Validation of differentially expressed genes by RT-PCR

The cDNA was prepared by reverse transcription of 1 μg of total RNA using the Maxima cDNA Kit with the dsDNase kit (Thermo Fisher Scientific, Waltham, MA, United States) following the manufacturer’s instructions. Quantification was performed by real-time quantitative RT-PCR (qPCR) using iCycler iQ^™^ Real-Time PCR Detection System (BIORAD) and quantified using Real-Time Detection System Software (version 2.0). The amplification reactions were carried out in a final volume of 12 μl containing 6 μl of NZY qPCR Green Master Mix (2×; NZYTech, Ltd), 1 μl of each primer (10 μM), and 1 μl of the cDNA. The PCR profile used was 2 min at 50°C, 95°C for 10 min, followed by 40 cycles of 20 s at 95°C and 30 s at 55 or 60°C. Three technical replicates were made from each of the genes studied. Gene expression was determined by the 2^−ΔΔCT^ method using the *F. vesca* Actin-97-like (*XM_004307470*; *FvH4_7g22410*; *gene26612*) as a housekeeping gene. The *Fragaria vesca* eFP Browser (Darwish et al., 2013) provided us with a basis from which we selected FvACT as a housekeeping gene (Hollender et al., 2014), since it shows less variability in expression for all developmental stages studied than other housekeeping genes. The specific primers used are described in Supplementary Table S1 and PCR amplicons were sequenced to confirm specificity.

### Statistical analysis

Data were analyzed by ANOVA (one-way analysis of variance), and Duncan’s multiple range test was used (IBM Corp. SPSS Statistics version 22.0. Armonk, NY, United States). Statistical significance was assessed at the level *p* ≤ 0.05.

## Results

### Strawberries with contrasting cold storage exhibiting different senescence-like responses and oxidative stress markers

Strawberries immediately after harvest (AH) as a control, those placed directly in a chamber at 20°C for 2 days (NCS) and strawberries transferred at 20°C for 1 day following the 7-day storage at 1°C in air (ACS) or CO_2_-cold stored fruit (CCS) were analyzed. We selected the hexoses/sucrose ratio as indicator of senescence-like process During stress and in senescing leaves, hexose sugars often accumulate, resulting in an increased hexose/sucrose ratio (Wingler and Roitsch, 2008). In addition, we previously reported that CO_2_-treated strawberries reduced sucrose degradation primarily linked to a down-regulation of vacuolar invertase (*FvVINV2*) and cell wall invertase (*FvCWINV1*) transcripts (del Olmo et al., 2020). Although little is known about senescence-specific marker in fruit, we suggest that the relative ratio between hexoses and sucrose rather than the absolute concentration of sugars may be a good marker of senescence-like process in fruit. The content of H_2_O_2_ and glutathione pool was selected to monitor fluctuations in oxidative stress (Figure 1). The content of lignin and the soluble xylose were also determined. The results indicate that the overall ratio of hexoses (glucose and fructose) to sucrose as well as the content of xylose within CCS was the lowest in comparison with ACS and even NCS. The highest content of H_2_O_2_ was found in NCS. Furthermore, NCS samples showed a significant decrease in the glutathione pool and a shift in the GSH redox status, with the glutathione pool becoming more oxidized. The highest amount of lignin was quantified in ACS. These results suggest that strawberries under the three storage conditions are ideal for studying the molecular mechanism of cold storage and the effect of high CO_2_ pretreatment during cold storage to overcome oxidative stress and to repress senescence-like process at consumption.

**Figure 1:**
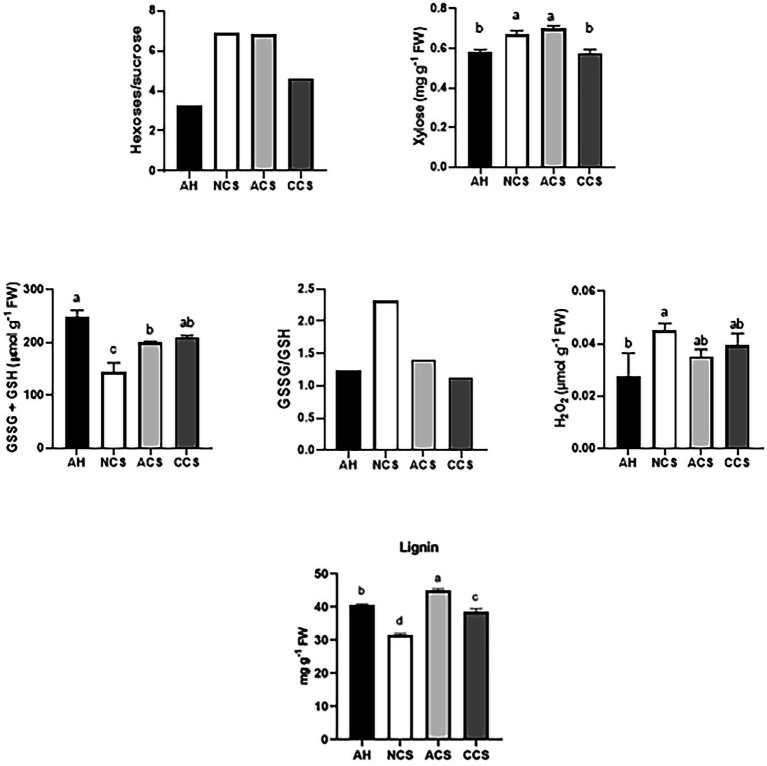
Strawberries with contrasting cold storage conditions exhibiting different senescence-like responses and oxidative stress markers including: ratio of hexoses/sucrose, content of xylose, H_2_O_2_ and glutathione (GSH + GSSG reduced plus oxidized glutathione forms), ratio of GSSG/GSH and lignin content. Strawberries immediately after harvest were used as the control sample (AH). Those placed directly in a chamber at 20°C were used as non-cold stored samples (NCS), while the strawberries transferred at 20°C following cold-stored fruit (ACS) or CO_2_-cold stored fruit (CCS). Graphs represent the average of at least three independent replicates (each one contains 15 fruits). Mean values (*n* = 3 ± standard deviation). (a-c) For each parameter, mean values with different letters are significantly different (*p* < 0.05) according to the Tukey’s multiple range test.

### Differential expression analysis and gene ontology analysis of strawberries with contrasting cold storage

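RNA from 3 libraries of each of the 4 conditions was sequenced. AH fruit was not stored, and NCS fruit was kept for 2 days at 20°C. ACS fruit was kept for 7 days at 1°C in air and then for 1 day at 20°C. CCS fruit was kept at 1°C for the same 7 days, 2 of them under 18% CO_2_ and the other 5 in air, and then for 1 day at 20°C. The authors removed adapters with Cutadapt, aligned the reads with HISAT to the *Fragaria vesca* genome, counted them in SeqMonk without using strand, and deposited an RPKM value per gene and library together with the log2 fold changes of their own DESeq2 comparisons. Since RPKM values are not counts, each pair of conditions was compared with limma on log2(RPKM + 0.1), over genes with at least 0.5 RPKM in at least 3 of the 6 libraries compared, with Benjamini-Hochberg adjusted p-values. A gene was called differentially expressed (DEG) at an adjusted p of 0.05 or less and a log2 fold change of at least 1.5 in size. A fold change on this scale is the second condition over the first, and it understates the change of genes with low values. The low values were whole multiples of what 1 read is worth, which gave the number of reads of 30993 of the 30995 genes above 0 in any library. Library totals recovered in this way ran from 64.2 to 119.9 M (mega) reads, with medians of 87.1 M in AH, 73.4 in NCS, 80.5 in ACS and 84.8 in CCS. At these depths, 10 reads on a gene of median length were worth 0.0337 to 0.0629 RPKM. Replicate libraries differed by more than sampling noise in every condition. Over the 17152 genes with at least 0.5 RPKM in at least 3 of the 12 libraries, the first principal component held 57.5% of the variance and the second 24.8%.

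**Figure D1:**
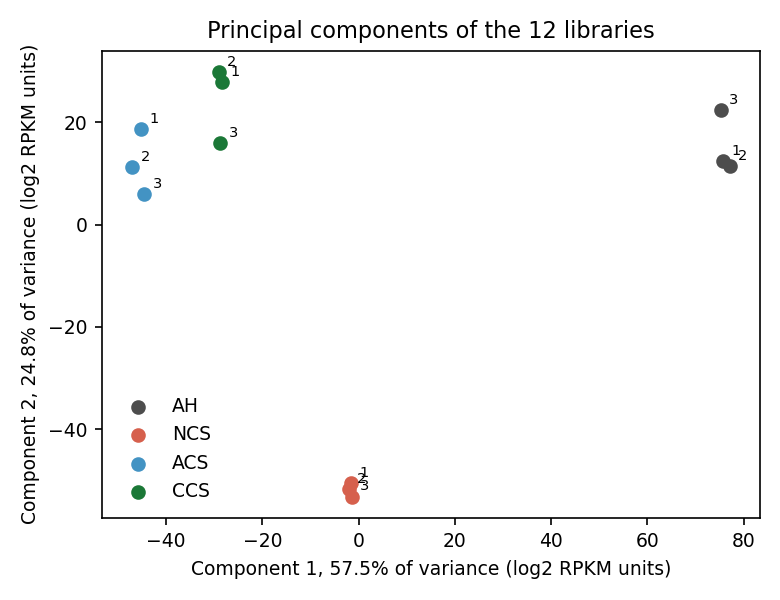
Principal components of the 12 libraries on log2(RPKM + 0.1), with the first component on the x axis and the second on the y axis, one point per library, coloured by condition and numbered by replicate. The AH libraries lie between 75.3 and 77.1 on the first component and the NCS libraries between -2.04 and -1.44, while the ACS libraries lie between -47.0 and -44.6 and the CCS libraries between -29.1 and -28.5.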

In the differential expression analysis, the gene expression levels of strawberries with contrasting cold storage conditions: non-cold stored (NCS), air-cold stored (ACS), and CO_2_-cold stored (CCS) were compared using a pairwise analysis with fruit at harvest (AH). Out of the total of 34,000 genes annotated in *Fragaria vesca*, 1,681 genes changed their expression in NCS, 2230 in ACS and 1762 in CCS, respectively. 

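Of the genes tested with limma (16092 for AH against NCS, 16672 against ACS and 16622 against CCS), 5813, 7131 and 6234 had an adjusted p of 0.05 or less, and 1021, 1426 and 1100 of them were DEGs. A pseudocount of 1 RPKM in place of 0.1 moved these counts most, to 544, 778 and 557. Between conditions, the deviations of same-numbered libraries from their group means had a mean correlation across genes of -0.19 for AH and ACS and -0.13 for AH and CCS, and with the replicate number as a block 1421 and 1101 genes were DEGs. Of the DEGs, 986 in NCS, 1381 in ACS and 1048 in CCS were also called in the fold changes deposited by the authors, none of them in the opposite direction. The filter on low values left out 534, 683 and 578 of the genes called by the authors, whose highest library held a median of 60, 57 and 55 reads. Among genes higher after storage, *FvH4_1g02900* rose most in NCS, from 1.43 ± 0.531 to 368 ± 17.9 RPKM (SD, n = 3), a log2 fold change of 7.97 (standard error 0.22). *FvH4_7g22200* rose most in both cold-stored conditions, with log2 fold changes of 8.49 in ACS (standard error 0.18) and 8.27 in CCS (standard error 0.16), from 21 reads in the 3 AH libraries together. *FvH4_3g01740* fell most in NCS (log2 fold change -5.10), and *FvH4_6g38920* in CCS (-5.37), while *FvH4_3g00570* fell most in ACS, from 1174 to 4 reads in the 3 libraries together. The groups compared did not overlap for any of these genes.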

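Counted over all 34008 genes of the deposited table, 3013 of which were listed at 0 in all 12 libraries, the DEGs made up 3.00% in NCS, 4.19% in ACS and 3.23% in CCS. With no filter on low values the shares were 3.38, 4.80 and 3.75%. In NCS 641 of the DEGs were higher and 380 lower than at harvest, and in ACS 1192 were higher and 234 lower. Among all genes with an adjusted p of 0.05 or less, without a limit on the fold change, 2367 were higher and 3446 lower in NCS, and 3648 and 3483 in ACS, which became 2773 and 2721, and 3339 and 3599, after median-of-ratios scaling. At an unadjusted p below 0.05, 7220 genes differed between AH and NCS, 8325 between AH and ACS and 7651 between AH and CCS.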

Gene expression changes observed at a global level in NCS, ACS, and CCS only represent 4.9, 6.6, and 5.2% of the total strawberry transcriptome (Figure 2A). 

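In the comparison of AH with CCS, 909 DEGs (82.6%, or 2.67% of all genes) were higher in CCS and 191 (17.4%, or 0.562% of all genes) were lower. After median-of-ratios scaling of the RPKM values, an alternative chosen after the data were seen, 826 were higher and 231 lower. Among all genes with an adjusted p of 0.05 or less, without a limit on the fold change, 62.9% were higher in CCS on the RPKM values and 48.4% after scaling, so that the balance of small changes depended on the scaling.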

In CCS, 77.3% (4% of the total) of the genes were activated, with 22.7% (1.2% of the total) being repressed. 

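Of the 1851 genes that were DEGs in at least 1 of the comparisons with AH, 300 were DEGs only in NCS, 299 only in ACS and 105 only in CCS. ACS and CCS shared 426 genes that were not DEGs in NCS, NCS and ACS shared 152, and NCS and CCS shared 20. All 3 conditions had 549 DEGs in common (29.7%), and 548 of these changed in the same direction in all 3.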

Venn diagrams summarize the number of overlapping differentially expressed genes in NCS, ACS, and CCS (Figure 2B). The smallest number of differently expressed genes was observed in AH versus CCS.

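In the fits described, AH against NCS gave the smallest of the 3 counts, followed by AH against CCS. The order NCS, CCS, ACS was the same with no filter on low values (1151, 1274 and 1634 DEGs), with genes of at least 10 reads in every library (925, 959 and 1230) and with all 12 libraries in one fit (1021, 1102 and 1426). It was also the same after median-of-ratios scaling (1015, 1057 and 1415) and with voom on the recovered reads (1141, 1213 and 1557). Both were added after the data were seen. Leaving out 1 library of the stored condition, with the filter applied to those left, put CCS lowest. The counts were 739 to 753 in CCS, 778 to 812 in NCS and 946 to 969 in ACS. With the tested genes kept, a version added later, NCS was again lowest, at 998 to 1033 against 1094 to 1113 in CCS.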

**Figure 2:**
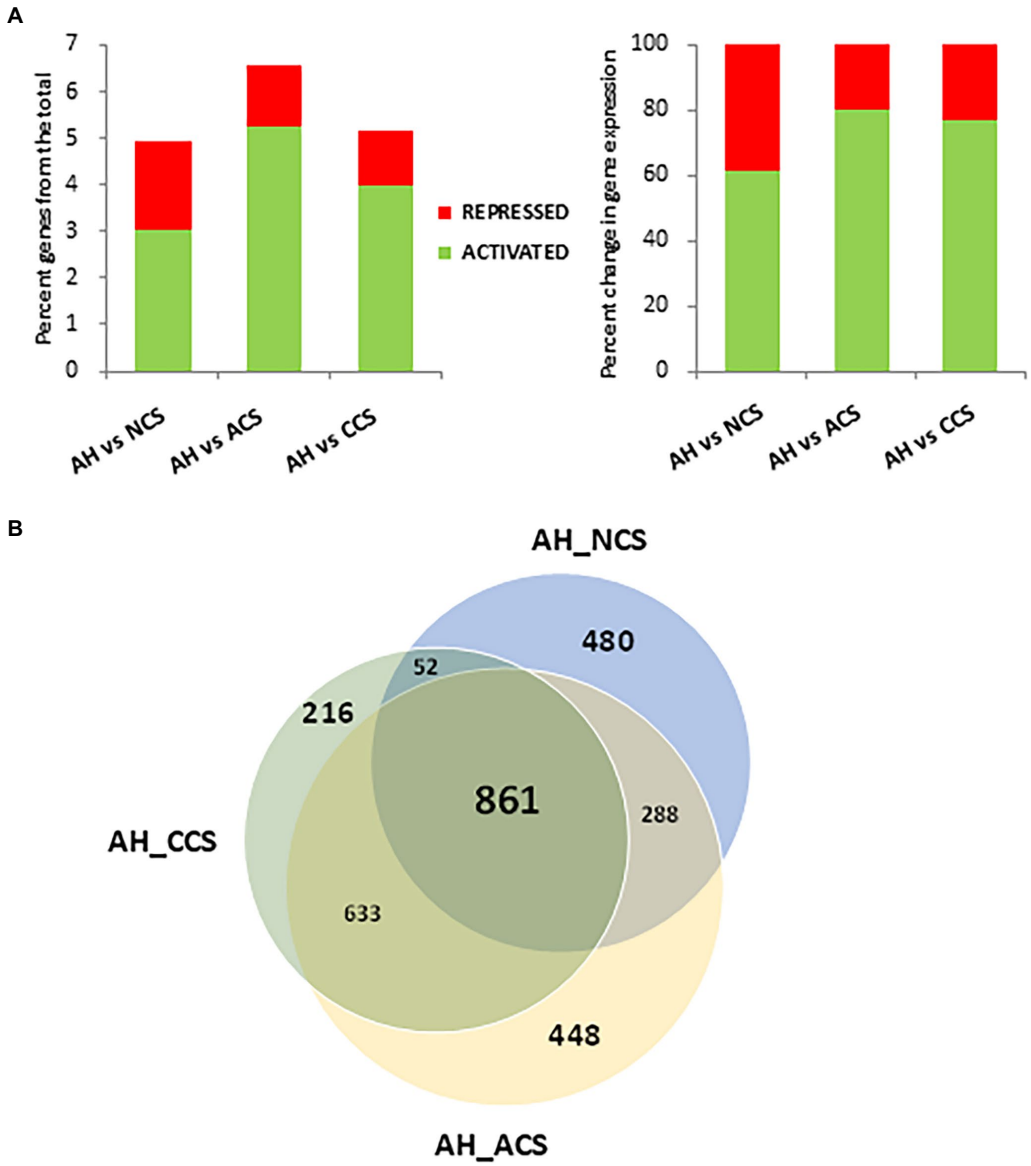
Differentially expressed genes (DEGs) analysis among after harvest (AH) and different cold storage conditions. **(A)** Percentage of differentially activated or repressed genes at global level or among the comparisons: After harvest (AH) vs. non-cold stored (NCS), AH vs. air-cold stored (ACS) and AH vs. CO_2_-cold stored (CCS). **(B)** Venn diagram showing the number of DEGs in the comparisons, AH vs. NCS, AH vs. ACS and AH vs. CCS.

A Singular Enrichment Analysis (SEA) was performed (FDR ≤ 0.05) for each of the three differential expressions initially analyzed (AH vs. NCS; AH vs. ACS; AH vs. CCS), obtaining a total enrichment (TE) and a specific enrichment (SE) for each of them. 

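Gene families were defined by words of the descriptions that the deposited table gives for 24411 of its genes. For each family, the share of DEGs among its tested members was set against that of all other genes tested with a two-sided Fisher's exact test, and the p-values of 14 families in 3 comparisons, 42 tests in all, were adjusted together by Benjamini-Hochberg. Genes of a family are not independent replicates. Among the 30 tested genes described as peroxidases, without glutathione and ascorbate peroxidases, 12 (40.0%, against 6.34% of all tested genes) were DEGs in NCS, 10 of them higher and 2 lower than at harvest (odds ratio 9.95, adjusted p = 7.1e-07). Of 96 genes described with the words heat shock, 7 were DEGs in NCS (adjusted p = 0.784). The authors' own calls in place of these DEGs gave 27 of the 42 tests an adjusted p of 0.05 or less against 25 here. With the replicate number as a block, the peroxidase counts in NCS were the same and 25 tests passed.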

Figures 3A,B show how metabolic and response to stimulus processes that were enriched in NCS seem to be closely related to response to oxidative stress processes. As can be seen in Figure 4 there is an enrichment mainly of genes included in the categories with redox and transferase activity. 

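Transferases were represented by the glycosyltransferases, of which 12 of 90 tested genes were DEGs in NCS, 10 higher and 2 lower than in AH (odds ratio 2.29, adjusted p = 0.0244 from the same Fisher's exact test). Both directions were the same after median-of-ratios scaling.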

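In NCS, 6 of the 9 tested genes described as xyloglucan endotransglucosylases were DEGs, 2 higher and 4 lower than in AH (adjusted p = 1.6e-05 from Fisher's exact test). Of the 29 tested genes described with the words pectinesterase or pectin methylesterase, 11 were DEGs, 4 higher and 7 lower (adjusted p = 3.6e-06). These words also match descriptions that name pectin methylesterase inhibitors, so this family may not hold esterases alone. Chitinases had 4 DEGs among 11 tested genes, all higher (adjusted p = 0.00708).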

Categories of molecular functions that are unique and specifically enriched (Supplementary Figures S1, S2 in red) include primarily genes encoding proteins with peroxidase activity, transferases that transfer hexosyl groups, together with hydrolases.

**Figure 3:**
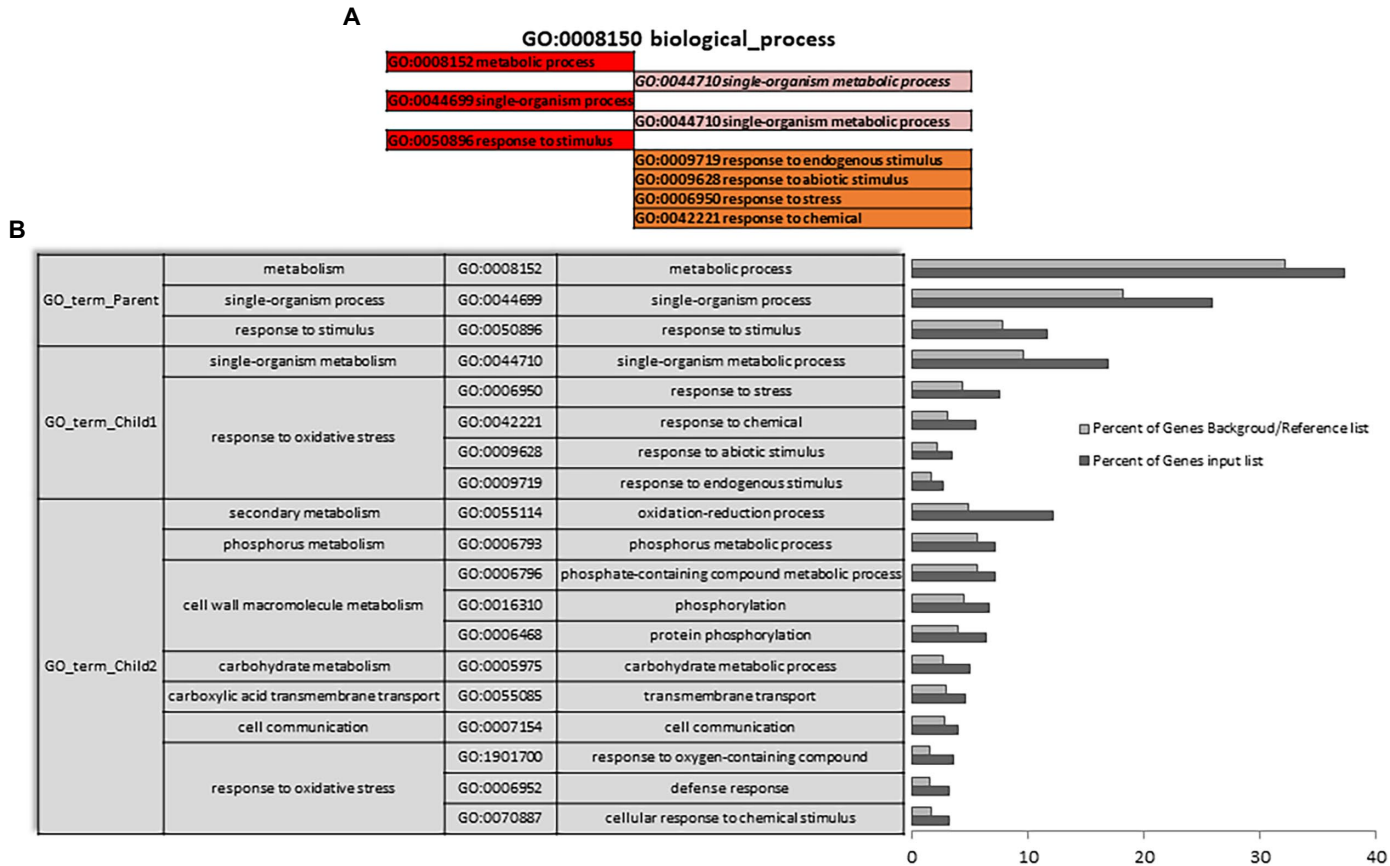
Total gene ontology enrichment. DEGs obtained between after harvest (AH) and non-cold stored (NCS). A Singular Enrichment Analysis (SEA; FDR ≤ 0.05) showing the GO for the most significant biological processes categories obtained comparing AH vs. NCS. **(A)** Scheme of the total enrichment (TE). **(B)** Bar chart of overrepresented terms in biological process category. The *Y*-axis shows the definition of each of the processes included in the first three GO terms annotated. The *X*-axis is the percentage of genes mapped by the term, and represents the abundance of the GO term. The percentage for the input list is calculated by the number of genes mapped to the GO term divided by the number of all genes in the input list. The same calculation was applied to the reference list to generate its percentage.

**Figure 4:**
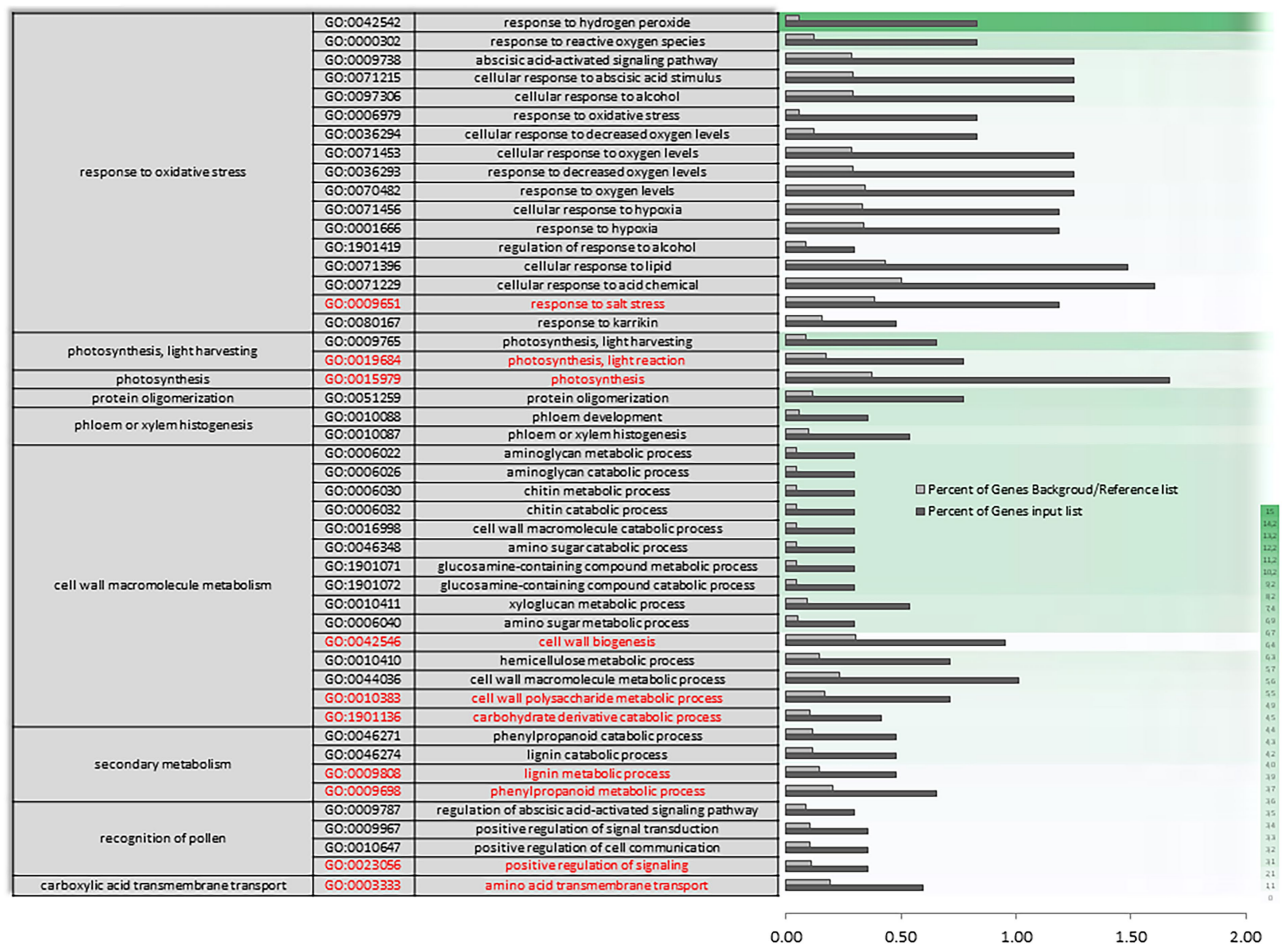
Specific gene ontology enrichment. DEGs obtained between after harvest (AH) and non-cold stored (NCS). Bar chart showing in detail the most significant biological processes terms overrepresented obtaining by a Singular Enrichment Analysis (SEA; FDR ≤ 0.05) in AH vs. NCS comparison. The Y-axis shows the definition of GO terms. The *X*-axis is the percentage of genes mapped by the term, and represents the abundance of the GO term. The percentage for the input list is calculated by the number of genes mapped to the GO term divided by the number of all genes in the input list. The same calculation was applied to the reference list to generate its percentage. These two bars are classificated by a color key showing a green gradient scale for the frequency between both percentages represented.

In AH vs. ACS, an increase in the differential expression of genes plays a role in the response to oxygen levels and the multi-organism process (Supplementary Figure S3). The set of differentially expressed oxygen response genes (Figure 5) appears to be mediating in response to hydrogen peroxide and reactive oxygen species, as well as to decreased oxygen levels and hypoxia, and as a cellular response to fermentative alcohol levels (Figure 5 and Supplementary Figure S3 in red). Molecular function categories focus on the regulation of catalytic and transporter activities. Specifically, there is a unique and characteristic differential enrichment (Supplementary Figures S4, S5 in red) in activities such as peroxidase, along with jasmonates.

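Of the 30 tested peroxidases, 14 were DEGs in ACS, 13 higher and 1 lower than in AH (46.7%, against 8.55% of all tested genes; odds ratio 9.44, adjusted p = 2.9e-07 from Fisher's exact test over the 42 family tests). After median-of-ratios scaling 31 were tested and 15 were DEGs, 13 higher and 2 lower. Genes described with jasmonate words or as lipoxygenases, allene oxide or oxophytodienoate enzymes had 12 DEGs among 34 tested, 11 higher and 1 lower (adjusted p = 4.1e-05). With the replicate number as a block the number of DEGs was the same in both families, with adjusted p-values of 2.8e-07 and 3.9e-05. The same families also passed the test in NCS, where 15 of 34 jasmonate genes were DEGs (adjusted p = 8.1e-09). Both passed in CCS as well, with 11 of 30 peroxidases (adjusted p = 6.6e-06) and 9 of 34 jasmonate genes (adjusted p = 6.8e-04). The differences of ACS from NCS and from CCS were not tested.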

**Figure 5:**
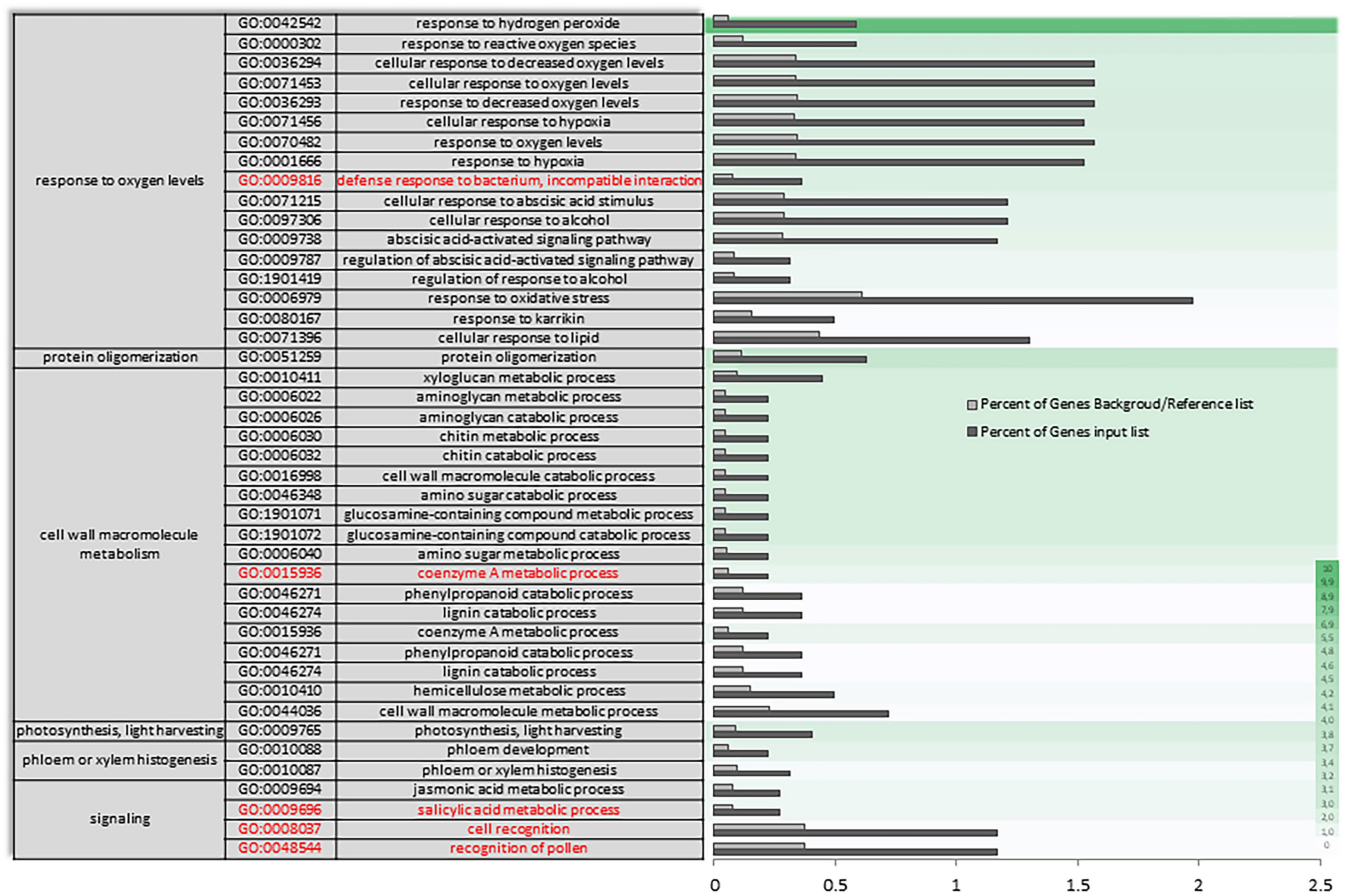
Specific gene ontology enrichment. DEGs obtained between after harvest (AH) and air-cold stored (ACS). Bar chart showing in detail the most significant biological processes terms overrepresented obtaining by a Singular Enrichment Analysis (SEA; FDR ≤ 0.05) in AH vs. ACS comparison. The *Y*-axis shows the definition of GO terms. The *X*-axis is the percentage of genes mapped by the term, and represents the abundance of the GO term. The percentage for the input list is calculated by the number of genes mapped to the GO term divided by the number of all genes in the input list. The same calculation was applied to the reference list to generate its percentage. These two bars are classificated by a color key showing a green gradient scale for the frequency between both percentages represented.

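Xyloglucan endotransglucosylases had 7 DEGs among 11 tested genes in the comparison of AH with CCS, 5 higher and 2 lower in CCS (odds ratio 24.8, adjusted p = 6.0e-06 from Fisher's exact test over the 42 family tests, and also 6.0e-06 with the replicate number as a block). In AH against ACS the same family had 8 DEGs among 11 tested genes, 5 higher and 3 lower (adjusted p = 1.9e-06).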

In the transcriptional reconfiguration that occurs in AH vs. CCS, a single-organism process, stimulus response and signaling have key roles with differential expression of genes involved in xyloglucan (XG) metabolism (Figure 6; Supplementary Figure S6). Specific enrichment also continues to be primarily linked to response to hydrogen peroxide and reactive oxygen species. However, some functional categories enrichment is only observed between both experimental conditions, such as the positive regulation of activation mediated by abscisic acid and in response to alcohol (Figure 6 in red). Regarding the molecular function categories (Supplementary Figure S7), a reorganization occurs in the expressions of some gene categories participating in the control of pectinesterases. 

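Among the 29 tested genes described with pectinesterase or pectin methylesterase words, which can include inhibitors, 8 were DEGs in CCS. Of these 4 were higher and 4 lower than in AH (adjusted p = 9.7e-04 from Fisher's exact test). After median-of-ratios scaling 3 were higher and 5 lower, so that neither direction prevailed under both scalings. In ACS 10 of the 29 were DEGs, 5 higher and 5 lower (adjusted p = 2.3e-04).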

A unique and significant differential enrichment can be seen in gene categories of transferase activity, transferring hesoxyl groups (Supplementary Figure S8 in red).

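Glycosyltransferases, counted by their descriptions, had 10 DEGs among 89 tested genes in CCS, 7 higher and 3 lower than in AH, where 5.89 were expected from the share of all tested genes (adjusted p = 0.128 from Fisher's exact test). After median-of-ratios scaling, which was added after the data were seen, 11 of 89 were DEGs (adjusted p = 0.0462), so that the side of the 0.05 threshold depended on the scaling. With the authors' own calls over all genes 17 of 157 were DEGs (adjusted p = 0.00596). In ACS 17 of 92 were DEGs (adjusted p = 0.00428).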

**Figure 6:**
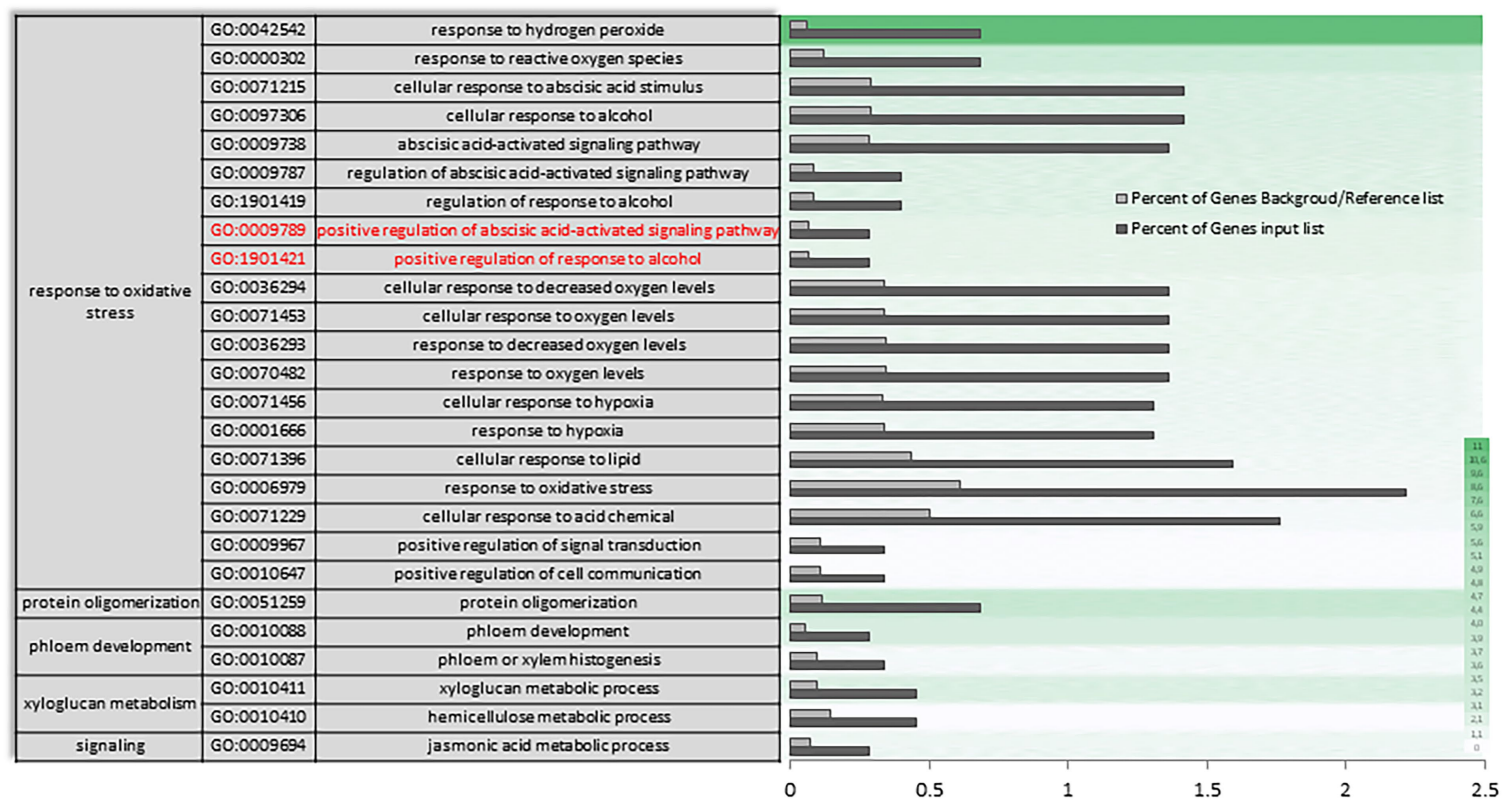
Specific gene ontology enrichment. DEGs obtained between fruit after harvest (AH) and CO_2_-cold stored (CCS). Bar chart showing in detail the most significant biological processes terms overrepresented obtaining by a Singular Enrichment Analysis (SEA; FDR ≤ 0.05) in AH vs. CCS comparison. The *Y*-axis shows the definition of GO terms. The *X*-axis is the percentage of genes mapped by the term, and represents the abundance of the GO term. The percentage for the input list is calculated by the number of genes mapped to the GO term divided by the number of all genes in the input list. The same calculation was applied to the reference list to generate its percentage. These two bars are classificated by a color key showing a green gradient scale for the frequency between both percentages represented.

### Genes differentially expressed controlled by high CO_2_

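For CCS against NCS 16405 genes were tested and 8464 had an adjusted p of 0.05 or less from limma. Against ACS 16680 genes were tested and 4793 had an adjusted p of 0.05 or less. Counted at an unadjusted p below 0.05, 9579 genes differed between NCS and CCS and 7003 between ACS and CCS.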

To identify the genes involved in deteriorative processes controlled by CO_2_, gene expression levels of CCS were compared using a pairwise analysis with NCS and ACS. A total of 1,066 genes were differentially expressed in CCS vs. NCS, corresponding to 3.2% of the total genes. This comprised 2.4% genes activated and 0.8% repressed (Figure 7). 

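DEGs in CCS against NCS numbered 612, or 1.80% of all genes. The count was 259 with a pseudocount of 1 RPKM, 709 with no filter on low values and 720 with voom on the recovered reads. Of the 612 genes 558 were also called in the authors' deposited fold changes, and 415 of the genes called there lay below the filter on low values. The largest rise was that of *FvH4_7g22200*, from 0.238 ± 0.0156 RPKM in NCS to 46.3 ± 1.19 in CCS (SD, n = 3), a log2 fold change of 7.10 (standard error 0.05, limma adjusted p = 6.7e-08), followed by *FvH4_5g14810* with 5.68 (standard error 0.11). Both genes were also high in ACS, at 54.1 and 37.3 RPKM.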

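Higher expression in CCS than in NCS was found for 501 DEGs (1.47% of all genes) and lower expression for 111 (0.326%), so that 81.9% were higher. With median-of-ratios scaling 391 were higher and 145 lower (72.9% higher). The median log2 fold change of all tested genes was 0.14 on the RPKM values and -0.03 after scaling, and the share of higher genes among all those with an adjusted p of 0.05 or less went from 72.9 to 44.4%.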

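In CCS against ACS 53 genes were DEGs, 49 of them (92.5%) lower and 4 (7.55%) higher in CCS. They were 0.156% of all genes. A pseudocount of 1 RPKM gave 15 DEGs, 14 lower and 1 higher, and median-of-ratios scaling 58, with 55 lower and 3 higher. Among all genes with an adjusted p of 0.05 or less the balance was the other way, with 3075 higher and 1718 lower in CCS (64.2% higher), and after scaling 42.2% were higher. The deviations of same-numbered ACS and CCS libraries from their group means had a mean correlation of 0.24 across genes, and with the replicate number as a block the count was again 53. *FvH4_1g04050* fell most, from 152 ± 9.09 to 16.1 ± 1.62 RPKM (SD, n = 3; log2 fold change -3.23, standard error 0.09, limma adjusted p = 1.2e-04), and *FvH4_6g38920* came next, from 6.12 ± 0.558 to 0.699 ± 0.0854 RPKM. Of the genes that rose, *FvH4_3g08950* and *FvH4_6g27240* changed most, with log2 fold changes of 2.28 and 1.84.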

The majority of genes, 93.8% (0.3% of the total), are repressed between ACS and CCS, with only 6.2% activated. A total of 120 genes were obtained from the intersection data of NCS and CCS (−1.5 ≥ fold change ≥ 1.5), together with those obtained of ACS and CCS (−1 ≥ fold change ≥1). 

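By the same limits, with an adjusted p of 0.05 or less in both comparisons, 85 genes changed by at least 1.5 (log2) between NCS and CCS and by at least 1 between ACS and CCS. With the replicate number as a block there were 86. A pseudocount of 1 RPKM moved the number most, to 31, and voom on the recovered reads gave 104. The paper states that the genes of this intersection are partially or specifically controlled by CO_2_. Air-stored and CO_2_-treated fruit were each held in a single container, so these tests cannot tell CO_2_ from container.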

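Of these genes 40 were lower and 43 higher in CCS than in both NCS and ACS. With median-of-ratios scaling 52 were lower and 28 higher, so that the larger side depended on the scaling, and 69 of the 81 genes found with scaling were among the 85.

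**Figure D2:**
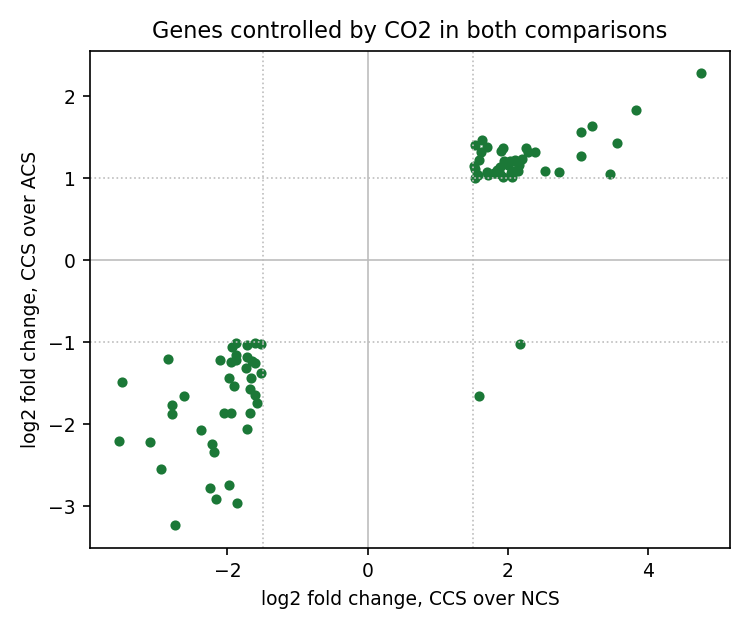
Log2 fold change of CCS over ACS (y axis) against log2 fold change of CCS over NCS (x axis) for the 85 genes, one point per gene, with dotted lines at the limits of 1.5 and 1. The 43 genes higher in both comparisons lie at the upper right, the 40 lower in both at the lower left (52 lower and 28 higher after median-of-ratios scaling), and the other 2 at the lower right.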

Figure 8A shows the heatmap of the RPKM of these 120 genes placed by Fc between NCS and CCS, and expressed as a relative percentage, mainly including repressed genes (71/120) and activated ones (43/120) in both DESeq analyses, respectively (NCS vs. CCS and ACS vs. CCS). 

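Only *FvH4_2g37580* and *FvH4_7g16550* were higher in CCS than in NCS and lower in CCS than in ACS. Their log2 fold changes were 1.59 and 2.17 against NCS and -1.65 and -1.02 against ACS. The pair falls outside the rule for named genes and is named after its values were seen. There were 4 such genes with no filter on low values and 1 after median-of-ratios scaling.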

Also to be noted, a minority of genes are activated between NCS and CCS and repressed between ACS and CCS (6/120). These genes, partially or specifically controlled by CO_2_, were significantly classified exclusively in the molecular function category: enzyme regulator activity (GO 0030234).

**Figure 7:**
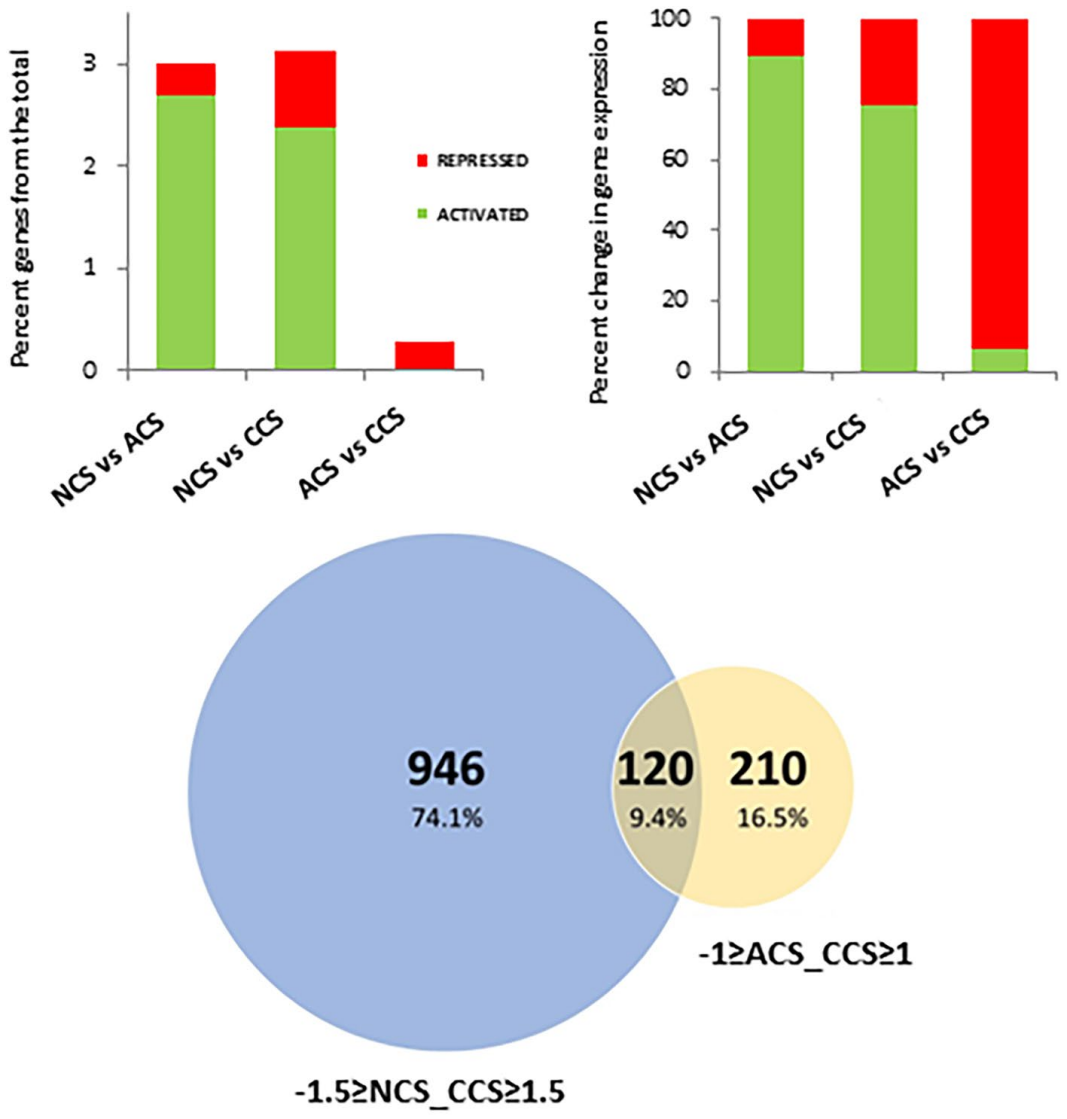
Differentially expressed genes across the different cold storage conditions. (Upper panel) Percentage of differentially activated or repressed genes at global level or among the comparisons: Non-cold stored (NCS) vs. air-cold stored (ACS), NCS vs. CO_2_-cold stored (CCS) and ACS vs. CO_2_-cold stored (CCS). (Lower panel) Venn diagram showing the number of DEGs in the comparisons, −1.5 ≥ NCS vs. CCS ≥ 1.5 and-1 ≥ ACS vs. CCS ≥ 1.

**Figure 8:**
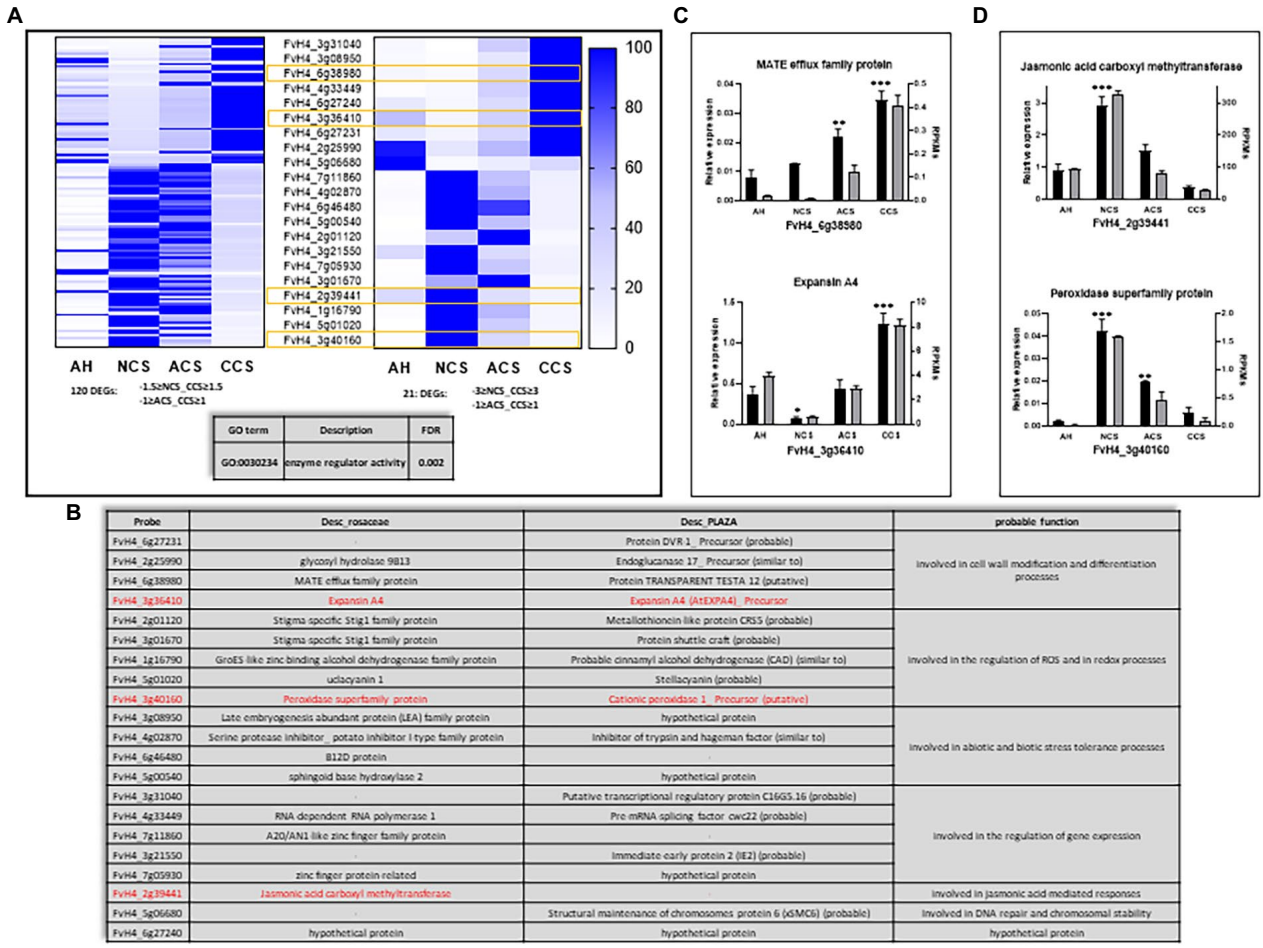
Genes differentially expressed at 20°C controlled by high CO_2_. **(A)** Heatmaps representing Reads Per Kilobase Million (RPKM) expressed as a relative percentage of the DEGs. Left: DEGs obtained from the intersection between-1.5 ≥ NCS_CCS ≥ 1.5 and-1 ≥ ACS_CCS ≥ 1; right: DEGs with highest change obtained from the intersection between-3 ≥ NCS_CCS ≥ 3 and-1 ≥ ACS_CCS ≥ 1, where a yellow square is indicating which genes are analyzed by qPCR. The table at bottom express the biological process term overrepresented obtaining by a Singular Enrichment Analysis (SEA; FDR ≤ 0.05). **(B)** Table showing a representative pool of DEGs regulated by high CO2 with its probable function. Relative expression analysis through qPCR (black bars) vs. RPKMs obtained in RNAseq (gray bars) for the genes: **(C)** FvH4_6g38980 and FvH4_3g36410, that are increasing its expression and **(D)** FvH4_2g39441 and FvH4_3g40160, that are repressing its expression by the CO2 treatment. Graphs represent the average of at least three independent replicates quantified. Error bars indicate ± SD; One-way ANOVA for relative expression of AH versus NCS, ACS, or CCS value. Adjusted *p* value (^*^p ≤ 0.03, ^**^p ≤ 0.002; ^***^p < 0.001).

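With the limit of 3 (log2) on the change between NCS and CCS, 10 genes remained, 3 lower and 7 higher in CCS. A pseudocount of 1 RPKM left 1 of them. The genes with at least 10 reads in every library gave 5 (3 lower and 2 higher), and voom on the recovered reads gave 16 (9 lower and 7 higher). After median-of-ratios scaling 4 were lower and 4 higher, so that the larger side depended on the setting.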

But to highlight the genes that undergo the greatest change, we analyzed the 21 genes resulting from the DEseq intersection between NCS and CCS (−3 ≥ fold change ≥3), together with those obtained from DEseq analyses between ACS and CCS (−1 ≥ fold change ≥ 1; Figure 8A, right). Similarly, the majority of genes we obtained were exclusively repressed (12/21) or/and activated only in DESeq analyses (9/21). 

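The 21 genes of Figure 8B were looked up one by one. In the 3 libraries per condition, 9 were higher and 12 lower in CCS than in NCS, and the same 9 and 12 than in ACS, with no overlap between the libraries compared for any of them, where chance gives 10% for 3 against 3. In each of the comparisons 16 of the 21 genes passed the filter on low values, 15 of them in both, and all 16 had a limma adjusted p of 0.05 or less, whether adjusted over all genes or over the list alone. The list was made from these data by the authors, by changes in the same comparisons. Neither the lack of overlap nor the adjustment over the list is thus a separate check. Without the filter all 21 passed. Among the 10 genes past the limit of 3 here, 8 were in the list, and 14 of the list were among the 85 genes past the lower limit. In every condition 20 of the 21 had means below 10 RPKM, and 5 had means below 1 RPKM.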

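*FvH4_2g25990*, a glycosyl hydrolase 9B13, had 1.89 ± 0.204 RPKM in CCS, 0.370 ± 0.0210 in NCS and 0.972 ± 0.0616 in ACS (SD, n = 3), with log2 fold changes of 2.07 against NCS (standard error 0.09, limma adjusted p = 1.1e-05) and 0.89 against ACS (adjusted p = 0.00180). The CAD gene *FvH4_1g16790* went the other way, with 0.148 ± 0.0630 RPKM in CCS against 2.01 ± 0.244 in NCS and 1.04 ± 0.175 in ACS (log2 fold changes -3.11 and -2.22). For uclacyanin 1 (*FvH4_5g01020*) CCS had 0.623 ± 0.128 RPKM, NCS 8.26 ± 1.04 and ACS 3.21 ± 0.298, while the gene was listed at 0 in AH. The Stig1 gene *FvH4_3g01670* had 38 reads in the 3 CCS libraries together, 314 in NCS and 626 in ACS. The other Stig1 gene, *FvH4_2g01120*, had 13, 97 and 263 reads, too few in NCS and CCS for the filter on low values.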

As can be seen in Figure 8B, we can highlight genes that encode proteins involved in cell wall modification processes, in the regulation of ROS and in redox processes. This analysis also includes different regulators of gene expression, and, to a lesser extent, effectors of JA-mediated responses and factors involved in DNA repair and chromosome stability. 

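Regulators on both sides of zero were among the 21 genes. RNA dependent RNA polymerase 1 (*FvH4_4g33449*) rose in CCS to 1.32 ± 0.289 RPKM, from 0.0727 ± 0.0334 in NCS and 0.483 ± 0.0589 in ACS (SD, n = 3; log2 fold changes 3.04 and 1.27, limma adjusted p = 5.2e-05 and 0.00327). The A20/AN1 like zinc finger gene *FvH4_7g11860* was lower in CCS, at 0.404 ± 0.176 RPKM, than in NCS (3.22 ± 0.147) and ACS (1.56 ± 0.313). For *FvH4_3g21550*, an immediate-early protein 2, the log2 fold changes of CCS were -2.84 against NCS and -1.21 against ACS. The structural maintenance of chromosomes gene *FvH4_5g06680* was below the filter in both comparisons, with 35 reads in the 3 NCS libraries, 133 in ACS and 261 in CCS, and 1061 at harvest. Without the filter its log2 fold change against NCS was 1.43 (adjusted p = 5.0e-05). The putative transcriptional regulator *FvH4_3g31040* was listed at 0 in NCS and had 221 reads in CCS.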

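In the sequencing data, *EXPA4* (*FvH4_3g36410*) had 8.14 ± 0.492 RPKM in CCS, 0.601 ± 0.103 in NCS and 2.97 ± 0.191 in ACS (SD, n = 3), log2 fold changes of CCS of 3.56 against NCS (standard error 0.11, limma adjusted p = 4.1e-06) and 1.43 against ACS (adjusted p = 3.1e-04). The MATE gene *FvH4_6g38980* was below 0.5 RPKM throughout. Its 3 libraries held 274 reads in CCS, 11 in NCS and 81 in ACS, and in the fit without the filter CCS differed from NCS by 2.12 (adjusted p = 7.1e-05) and from ACS by 1.19 (adjusted p = 0.00538). *JMT* (*FvH4_2g39441*) was the most expressed of the 4 genes and fell from 329 ± 9.96 RPKM in NCS and 81.4 ± 8.08 in ACS to 28.9 ± 2.13 in CCS, log2 fold changes of -3.51 (standard error 0.07, adjusted p = 1.3e-06) and -1.49 (adjusted p = 4.3e-04). The *POX* gene *FvH4_3g40160* had 600 reads in NCS (1.59 ± 0.0228 RPKM), 200 in ACS and 37 in CCS, with a log2 fold change of -3.20 against NCS (adjusted p = 5.0e-05). Against ACS it was below the filter, without which the change was -1.62 (adjusted p = 0.0186).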

We used RT-qPCR to analyze the expression of two genes that are transcriptionally activated (*FvH4_3g36410* and *FvH4_6g38980*) encoding an Expansin A4 and a MATE efflux family protein, respectively (Figure 8C), and two that repress their expression in response to CO_2_ (*FvH4_2g39441* and *FvH4_3g40160*), which encode a JA carboxyl-methyltransferase and a peroxidase superfamily protein, respectively (Figure 8D).

### Effect of high CO_2_ on texture

Different empirical tests have been used to measure texture in fruits and vegetables comprising of living plant cells. However, measured parameters from empirical tests are generally poor measures of perceived texture. In contrast, between imitative methods, Volodkevich bite jaws probe record the force of biting on a piece of food as function of the deformation applied. By using this fixture, it has been shown that the characteristic peaks of the force–distance curve of different fruits and vegetables corresponded well to specific tissue parts and softening-related changes (Alvarez et al., 2020; Kim et al., 2020). In order to analyze the effect of high CO_2_ on texture during cold storage and after transfer to 20°C, mechanical parameters derived from Volodkevich force-distance curves, including first peak force, shearing average force and shearing energy were examined (Table 1). The yield point and the shear energy required to cause an irreversible deformation were the highest at the end of 2 days of high CO_2_ treatment, even 60% more than at harvest time in the case of yield point. Although the force value decreased 5 days after transfer to air, the yield point value was 85% higher than that of air-stored strawberries and similar to fruit at harvest time. After transfer to 20°C, the shearing average force and shearing energy values were higher in CCS than in ACS and similar to fruit at harvest time (AH).

**Table 1:** Mechanical parameters derived from Volodkevich force-distance curves.

Treatments	First force peak (*N*)	Shearing average force (*N*)	Shearing energy (*J*)
**After harvest** (0 day) AH	2.45 ± 0.185^b^	2.73 ± 0.188^a^	0.022 ± 0.002^b,c^
**Kept at 20°C** (2 days) NCS	2.28 ± 0.136^b^	2.17 ± 0.549^b,c^	0.020 ± 0.001^c^
**Storage at 1°C**			
2 days air	1.68 ± 0.107^d^	1.55 ± 0.149^d^	0.014 ± 0.001^d,e^
7 days air	1.93 ± 0.150^c,d^	1.85 ± 0.196^c,d^	0.016 ± 0.001^d^
2 days CO_2_	3.91 ± 0.317^a^	2.79 ± 0.141^a^	0.026 ± 0.001^a^
2 days CO_2_ + 5 days air	2.27 ± 0.145^b,c^	2.87 ± 0.256^a^	0.024 ± 0.002^a,b^
**Transfer to 20°C**			
ACS (air-cold stored)	1.15 ± 0.084^e^	1.44 ± 0.138^d^	0.012 ± 0.001^e^
CCS (CO_2_-cold stored)	1.94 ± 0.076^c,d^	2.49 ± 0.228^a,b^	0.021 ± 0.001^c^

Strawberries were analyzed immediately after harvest (AH). Non-cold stored were placed directly in a chamber at 20°C were analyzed after 2 days (NCS). Cold-stored strawberries in air were analyzed at the early (2 d air) and at the late phase of cold-storage period (7 d air). CO_2_-treated with a continuous flow of a gas mixture containing 18% CO_2_ + 18% O_2_ rest N_2_ were analyzed at the end of CO_2_ treatment (2 d CO_2_) and after five additional days (2 d CO_2_ + 5 d air). Strawberries transferred at 20°C for 1 day following air-cold stored fruit (ACS) or CO_2_-cold stored fruit (CCS). Mean values (*n* = 5 ± standard deviation). ^a–e^For each mechanical parameter, mean values with different letters are significantly different (*p* < 0.05) according to the Tukey’s multiple range test.

### Molecular bases of enhancing firmness by high CO_2_

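Each of the 12 libraries was given the mean shearing average force that the paper states for its condition, 2.73 N in AH, 2.17 in NCS, 1.44 in ACS and 2.49 in CCS, which are the paper's values. The RPKM values of the 17152 genes with at least 0.5 RPKM in at least 3 of the 12 libraries were correlated with it, without a network analysis and without logarithms. Because the libraries fall into 4 separate groups with 1 force value each, no p-value was given to a single gene. The number of genes with a Pearson correlation of at least 0.85 in size was instead set against the number under all 24 assignments of the 4 force values to the 4 conditions, an exact permutation test whose smallest p is 0.0417.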

Data of shearing average force (*N*; Table 1) was used as a trait in the WGCNA analysis. The initial result of this correlation analysis is shown in Figure 9A, where a hierarchical, weighted cluster tree of the 31,000 genes of *Fragaria vesca* is presented. This tree allows us to link the displayed color bands, providing a simple visual comparison of each module obtained. So, the first band shows the results of the automatic single block analysis (Module colors), and the second color band provides the measure of genetic significance (GS.value). Thus, Figure 9B illustrates the relationship of each module with the trait “firmness” and how this association allows us to relate each cluster with the rest of the clusters identified as well as with the trait, through the mean of the correlation value between each gene of the module. In the present work, ten modules were detected (Figure 9B). These modules, defined as branches of the cluster tree, were selected with a minimum but relatively large size for the division of each branch in such a way that the visualization of the gene network represents the relationships between the modules and the firmness of the fruit. Hence, the dendrogram branches group densely interconnected and highly co-expressed genes. The cutting method (Langfelder et al., 2008) allowed us to select the turquoise, green, and yellow modules as those that are best associated with firmness and that could mainly give biological significance to the network. Finally, the turquoise and green modules were chosen since they were the ones that showed the highest correlation in the intramodular analysis (kME vs. GS cor), of 0.59 and 0.71, respectively (Figure 9C). In this way, we were able to identify which genes have a high significance for weight (GS), as well as a high membership of modules in the turquoise or green modules (MM), finding 5,665 associated genes in the turquoise module (≈ 18.3% from the total genes analyzed using WGCNA and 2,670 genes in the green module (8.6% from the total genes analyzed using WGCNA. On the other hand, the heatmaps obtained from each module (Figure 9C) show how the relative expression of each gene, ranked by weight (KME), changes according to the treatment applied and its correlation degree with the firmness. 

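Among the genes past the limit of 0.85, 264 were positively and 560 negatively correlated with the force. All 264 had their lowest mean in ACS and all 560 their highest, ACS being the condition with the lowest force. After median-of-ratios scaling, 84 genes were positively and 669 negatively correlated, and on log2(RPKM + 1) 380 were positively and 308 negatively correlated, so that which sign prevailed depended on the scale.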

The set of genes analyzed in the turquoise module was found to be directly related to firmness (less expression: lower firmness), whereas the set of genes of the green module is inversely related. So, the turquoise module contains more genes with high positive correlations with strawberry firmness, while the green module contains more genes with negative correlations (Figure 9C). Likewise, we can observe in Figure 9D that a detailed analysis for the trait “firmness” was obtained together with the weight of each module. Thus, the heatmap in Figure 9D (left) shows the expression of the 910 genes that mostly correlate with strawberry texture (−0.85 ≥ kME ≥ 0.85).

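In all, 824 of the 17152 genes (4.80%) had a correlation of at least 0.85 in size. With all 30995 genes of at least 1 read in place of the genes above the filter the number was 910. The first force peak of Table 1 as the trait moved it most, to 1313, and the shearing energy gave 518. Of the 24 assignments of the force values, 11 gave at least as many genes as the measured one (exact permutation test, one-sided, p = 0.458), with between 56 and 2661 genes. At this number of conditions, the count could not be told apart from that of an arbitrary order of the 4 conditions. Of the 824 genes, 816 had an adjusted p of 0.05 or less in AH against ACS, compared with 41.6% of all tested genes, and 336 (40.8%) were DEGs in that comparison. AH had the highest force and ACS the lowest. The choice by correlation thus favoured genes that differ between AH and ACS, and the contrast is no separate evidence. The paper chose the genes of this heatmap by their membership in network modules, a measure not computed here, and describes them as those that mostly correlate with texture.

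**Figure D3:**
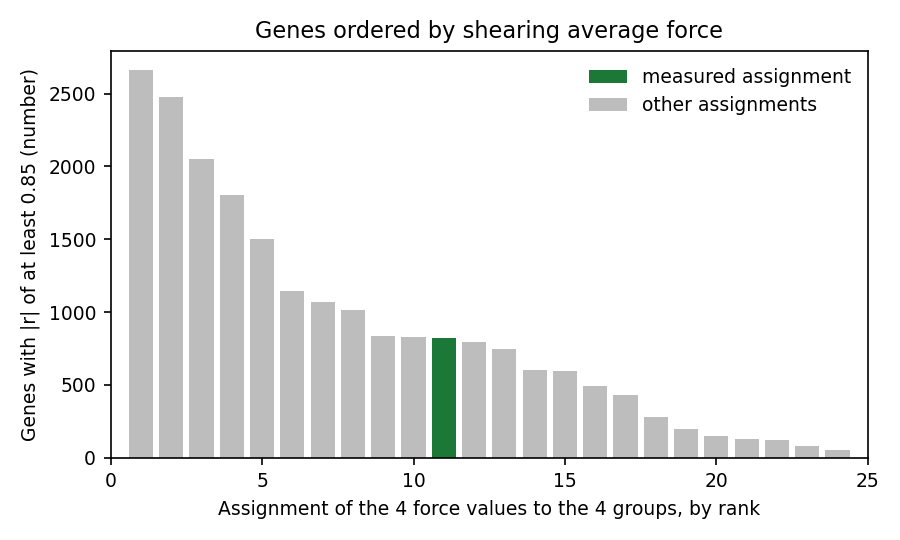
Number of genes with a correlation of at least 0.85 in size (y axis) under each of the 24 assignments of the 4 force values to the 4 conditions, ranked by that number (x axis), one bar per assignment. The measured assignment, in green, has 824 genes and 10 of the other assignments have more, up to 2661.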

**Figure 9:**
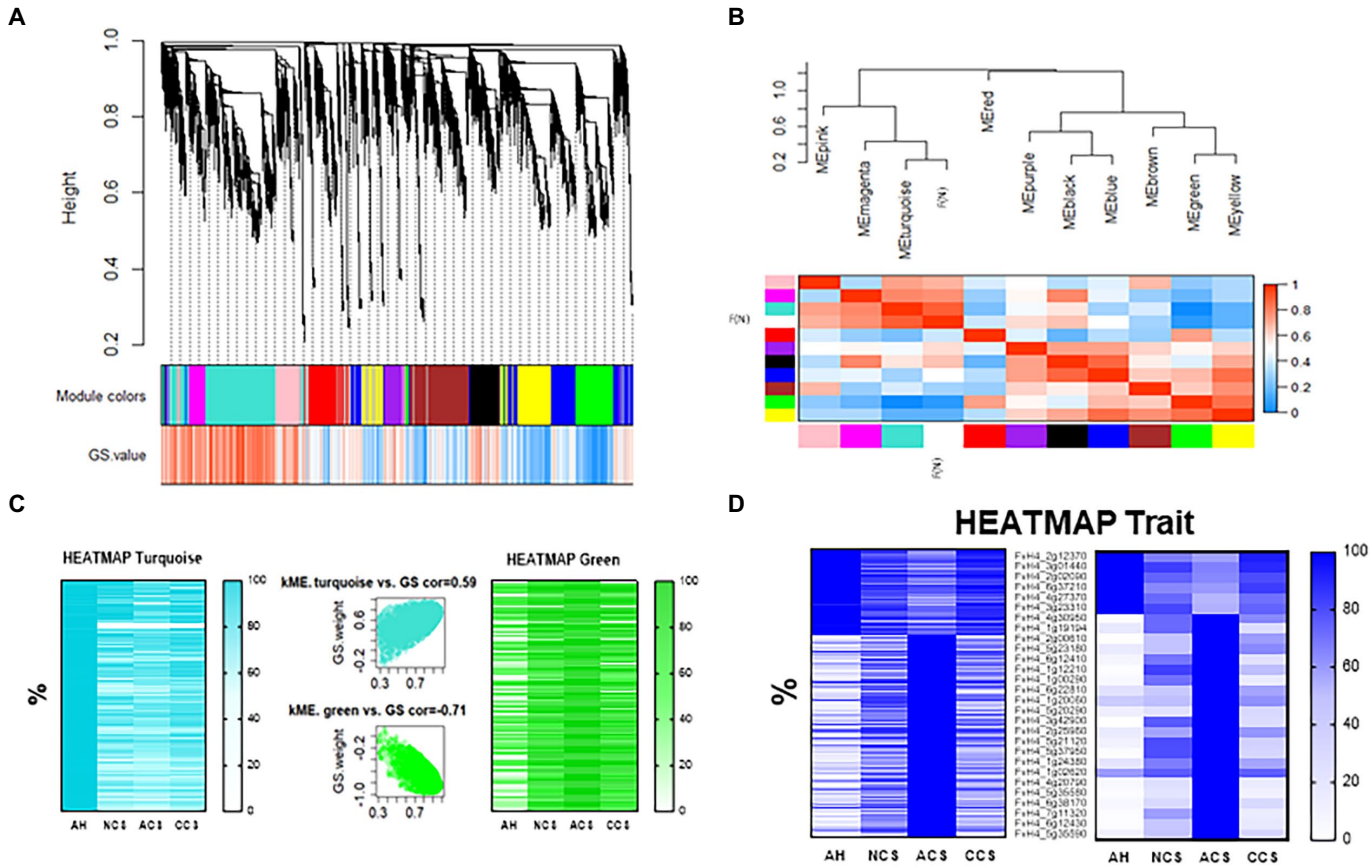
Weighted Gene Correlation Network Analysis. **(A)** Gene cluster dendrogram and module colors assignment for detection of the modules together with the gene significance for body weight (GS. Weight). Colors in the horizontal bar represent the modules. Ten modules with 31,000 transcripts were detected with WGCNA. **(B)** Eigengene dendrogram with an adjacency heatmap for module-trait (shearing average force, F(N)) relationship, the progressively intensity gradient of blue and red colors are indicating a high co-expression interconnectedness. **(C)** Module colors heatmap representing Reads Per Kilobase Million (RPKM) expressed as a relative percentage of genes obtained in turquoise (left) and green (right) modules. In the middle is shown the modules significantly correlated with F(N): module membership (MM) turquoise (middle-up) and green (middle-down) vs. GS. Weight. Each point represented an individual gene within each module, which were plotted by GS. Weight on the *Y*-axis and MM on the *X*-axis. **(D)** Heatmap showing the expression of the 910 genes (left) that mostly correlate with strawberry firmness (−0.85 ≥ kME ≥ 0.85), represented as a relative RPKM percentage of the genes correlated. On right a selection of 28 genes analyzed by qPCR.

The biological function category enriched in the firmness trait using WGCNA include genes involved in metabolic processes, signaling, and regulation of cellular processes (Supplementary Figures S9, S10). Nevertheless, regarding the biological processes that play a preponderant role in fruit firmness, it is worth highlighting the important specific genes enrichment involved in metabolic processes of jasmonic acid, genes involved in defense response to biotic stimuli and in the immune response regulation, as well as hypoxia response genes. The total GO enrichment of molecular function processed (Supplementary Figure S11) involved in catalytic transferase, oxidation–reduction and isomerase activities take on importance, but also in binding to cofactors, hormones, and carbohydrates, as well as the regulation of the activity of transmembrane transporter and involved in signal transduction. The specific enrichment in gene categories of molecular function focuses on genes involved in FAD binding and redox activity (Figure 10).

**Figure 10:**
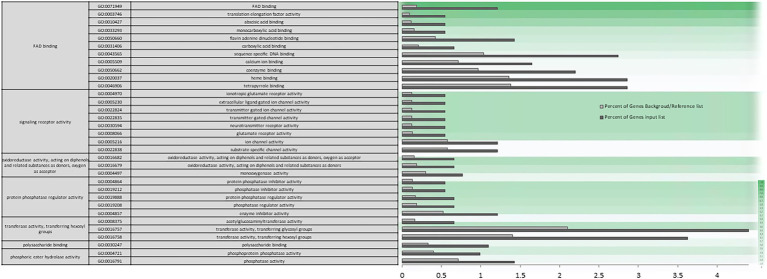
Specific gene ontology enrichment obtained for firmness using Weighted Gene Correlation Network Analysis. Bar chart showing in detail the most significant molecular function terms overrepresented obtaining by a Singular Enrichment Analysis (SEA; FDR ≤ 0.05) in WGCNA. The *Y*-axis shows the definition of GO terms. The *X*-axis is the percentage of genes mapped by the term, and represents the abundance of the GO term. The percentage for the input list is calculated by the number of genes mapped to the GO term divided by the number of all genes in the input list. The same calculation was applied to the reference list to generate its percentage. These two bars are classificated by a color key showing a green gradient scale for the frequency between both percentages represented.

Most of the enrichments described for these 910 genes with maximum correlation with fruit firmness are contemplated in the 28 genes analyzed by qPCR. So, these genes are enriched in biological processes involved in carbohydrate metabolism and cell wall organization. Similarly, these 28 genes analyzed are classified into molecular function categories enriched in hydrolase and transferase catalytic activities (FDR < 0.05). 

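The RPKM values of the 28 genes of Figure 11 showed 22 higher and 6 lower in ACS than in AH, with no overlap between the 3 libraries of each condition for any of the 28, where chance gives 10%. Above the filter on low values were 25 of them, and all 25 had a limma adjusted p of 0.05 or less, with all 28 passing without the filter. Against AH, 19 of 21 tested genes passed in NCS and 19 of 21 in CCS. Adjusted over the list alone, 21 passed in NCS and 19 in CCS. The list was made from these data by the authors, so that neither these counts nor the lack of overlap is a separate check. CCS differed from ACS in all 25 tested genes, 6 higher and 19 lower in CCS, and from NCS in 14 of 23. All 25 tested genes also had a correlation with the shearing force past 0.85 in size, 6 positive and 19 negative. The polygalacturonase inhibitor *FvH4_6g22810* was at 3.11 ± 0.207 RPKM in AH and 13.9 ± 0.699 in ACS (SD, n = 3; log2 fold change 2.13, limma adjusted p = 5.9e-06), while the authors' deposited log2 fold change for it is -0.54. Reads of related genes could have been divided between the pectin methylesterases *FvH4_5g35580* and *FvH4_5g35590* and between the laccases *FvH4_6g12410* and *FvH4_6g12430*, whose values are therefore uncertain.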

In the qPCR analyses carried out to verify these results, we examined genes involved in the organization of the different components of the cell wall, including cellulose and hemicellulose (Figure 11A), activated sugars, simple sugars and oligosaccharides (Figure 11B), pectins (Figure 11C), proteins (Figure 11D), and lignin (Figure 11E).

**Figure 11:**
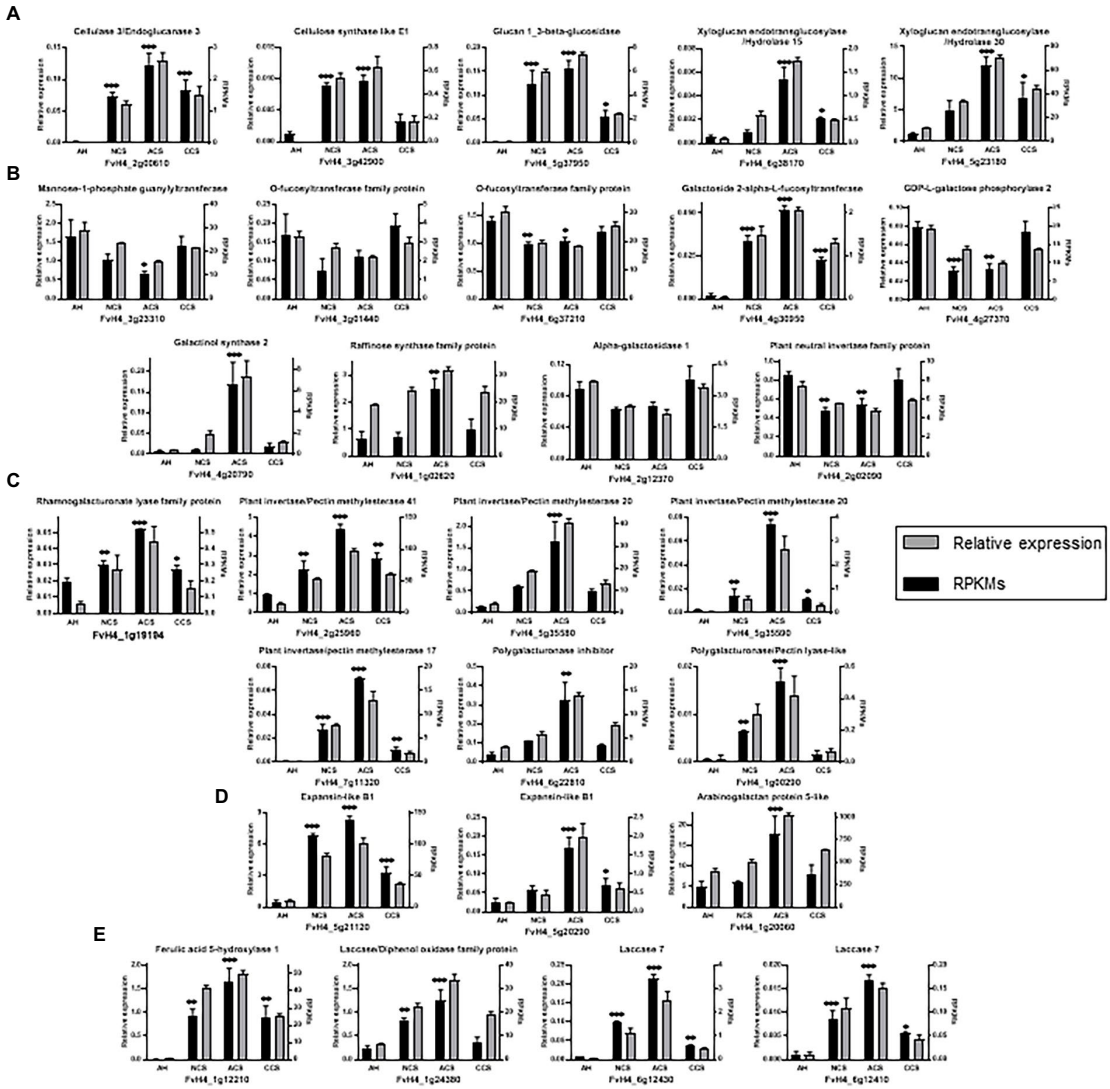
Expression analysis of a group of 28 genes co-expressed by Weighted Gene Correlation Network Analysis. Relative expression analysis through qPCR (black bars) vs. RPKMs obtained in RNAseq (gray bars) for genes involving: **(A)** metabolism of cellulose and hemicellulose, **(B)** N-glycosylation processes and cell wall simple sugars and polysaccharides metabolism, **(C)** pectins metabolism, **(D)** cell expansion and plant growth **(E)** and lignin metabolism. Graphs represent the average of at least three independent replicates quantified. Error bars indicate ± SD; One-way ANOVA for relative expression of AH versus NCS, ACS, or CCS value. Adjusted *p* value (^*^p ≤ 0.03, ^**^p ≤ 0.002; ^***^p < 0.001).

An analysis was also performed of the location of genes in the co-expression network generated through WGCNA (Figure 12). This network gives more biological significance to this set of genes since it is built from all the gene modules that characterize the studied correlation. 

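Over the 378 pairs of the 28 genes, the mean size of the Pearson correlation on log2(RPKM + 0.1) was 0.880 across the 12 libraries, against a median of 0.386 for 10000 random lists of 28 genes matched on mean expression. None of the lists reached it (permutation p = 0.0001, the smallest they can give). On RPKM values without logarithms it was 0.867, and with Spearman correlations 0.856. The 28 genes are a selection from those that the paper chose by module membership and describes as mostly correlated with firmness. All 25 of them tested here had a correlation with the force past 0.85 in size, and the 12 libraries form 4 groups. A high value across libraries was thus fixed by the choice. When each library was expressed as its deviation from the mean of its condition, the value was 0.315, against a random median of 0.385. Of the 10000 lists 9961 were as high (permutation p = 0.996, one-sided). Without logarithms it was 0.351 against 0.372 (permutation p = 0.773), and with Spearman correlations 0.321 against 0.327 (permutation p = 0.614). It was thus low on the log scale only. A correlation with a trait that is constant within each condition favours genes with little spread there. The low value on the log scale may therefore also follow from the choice, and neither the value across libraries nor that of the deviations tests co-expression.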

As can be seen in Figure 12, these selected genes cluster in a small area, suggesting that their expressions could be mutually dependent or co-regulated. In addition, this grouping of genes seems to be highly focused on the global set of the co-expression network, which suggests that they could be part of the basic mechanisms that control fruit softening.

**Figure 12:**
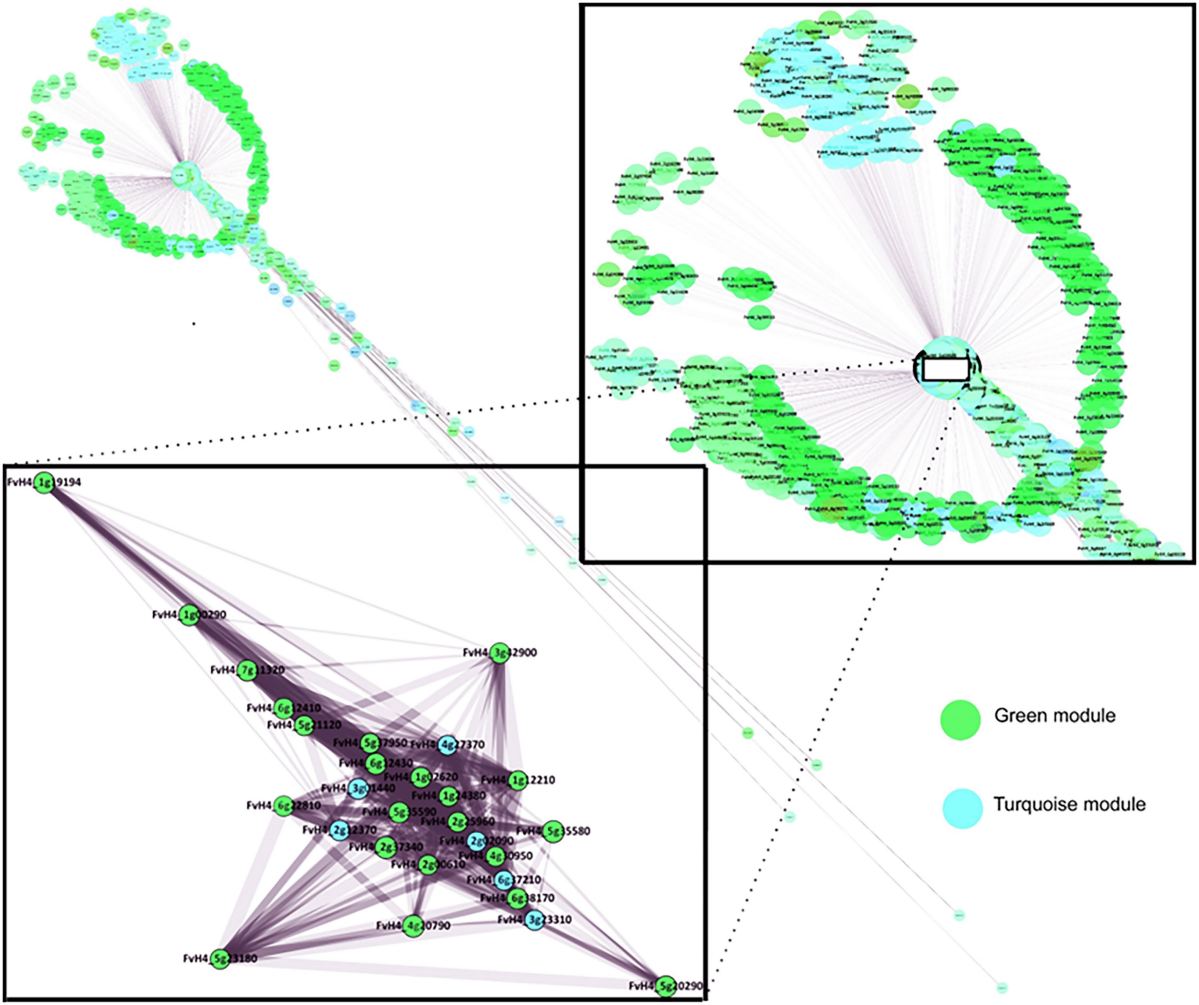
Weighted gene co-expression network for firmness of Mara des Bois strawberries at 20°C controlled by high CO_2_. Network for the genes co-expressed in turquoise and green modules which have a high weight over firmness. The inverse relationship clusters connecting fruit firmness with biotic stress and involving cell wall homeostasis are occupying a central place in the gene expression network. The close-up is highlighted a representative group of genes for both modules analyzed by qPCR.

## Discussion

### The differential expression analysis showed an enrichment in genes involved in oxidative stress in non-cold stored and in response to abiotic stress in air-cold stored strawberries

Through exploring sets of DEGs for higher-level biological molecular themes based on GO and pathway assignments as well as the changes in the quantitative measures of oxidative stress responses, our results indicate that the metabolic process occurring preferentially in non-cold stored (NCS) fruit was closely related to response to oxidative stress. The categories that undergo the greatest change in expression in NCS samples focus on the response to hydrogen peroxide and cell wall macromolecular metabolism (see AH vs. NCS, Figures 3, 4). Furthermore, the highest values of H_2_O_2_ and the decrease in GSH (Figure 1) support the view that NCS samples have a reduced capacity for scavenging ROS. Kumar and Chattopadhyay (2018) reported that GSH plays a role in inducing heat shock proteins, which is vital for combating various stresses, including oxidative stress (Wang et al., 2014).

In the air-cold stored (ACS) samples, the greatest variation observed in the functional categories is related to the positive regulation in response to abiotic stress (Figure 5). Plants exposed to stressful cold storage react with a broad range of defense responses in an attempt to prevent damage (Lapous et al., 1998). Our results indicate an increase in the differential expression of genes involved in response to oxygen levels, and especially in response to hydrogen peroxide. Xiao et al. (2018) reported that as ripening progressed, the minimum internal oxygen concentration approached zero correlated with the profile of cell death. If the availability of oxygen to ACS samples is limited by the specific characteristic of epidermal and hypodermal external tissues, fermentative metabolites may be produced even under aerobic conditions. A decrease in cytosolic pH is an early cellular response that typically accompanies anoxia (Gout et al., 2001) and chilling damage (Muñoz et al., 2001). Correlation between cytoplasmic acidification and lignin production in different plant cell suspensions has been reported (Hagendoorn et al., 1994). Lignin production by cell wall damage has also been found (Denness et al., 2011). The highest amount of lignin was quantified in ACS samples (Figure 1).

In CO_2_-cold stored (CCS), the overall ratio of hexoses to sucrose was the lowest in comparison with ACS and even NCS, indicating senescence attenuation. An increase in this ratio in senescing leaf cells has been reported (Wingler et al., 2009). Interestingly, there was a less intense change in the transcriptome with a lower number of genes differentially expressed in CCS samples. 

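Among the 1080 genes changed by at least 1.5 (log2) from AH to NCS in either direction, the median size of the change was 2.20 in ACS and 1.68 in CCS. These genes were chosen by neither of the cold-stored conditions. By number of DEGs with all libraries, CCS had fewer than ACS but more than NCS.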

We previously reported a lower number of genes with changed expression in response to high CO_2_ at the end of treatment than in air-stored table grapes (Rosales et al., 2016). The DEGs observed in AH vs. CCS conditions (Figure 6 and Supplementary Figures S7, S8) show enrichment in gene categories involved in carbohydrate and XGs metabolic processes. The lower values of soluble xylose in CCS (Figure 1) supports the relevance of XGs by high CO_2_.

### Genes differentially controlled by high CO_2_ treatment associated with the maintenance of cell turgor and the resistance to senescence

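*FvH4_6g38980*, annotated as a MATE efflux protein, had 22 reads in the 3 AH libraries together, where CCS had 0.406 ± 0.0471 RPKM (SD, n = 3) and AH 0.0261 ± 0.0120. In the fit without a filter on low values, CCS exceeded AH by 2.01 on the log2 scale (standard error 0.11, limma adjusted p = 8.4e-05), ACS exceeded AH by 0.81 (adjusted p = 0.00519), and NCS did not differ from AH (adjusted p = 0.548).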

When examining the 12 individual genes differentially controlled by high CO_2_ which exhibited the strongest altered response (Figure 8C), the up-regulation of *FvH4_6g38980*, encoding the MATE efflux family protein in CO_2_-treated fruit could be part of the molecular mechanism mediating the accumulation of osmolytes which is essential for maintaining the cell turgor. The plant MATE transporters are important for the accumulation of a broad range of metabolites in organelles and do not require high-energy metabolites (Kusakizako et al., 2020). Therefore, here, we suggest that up-regulation of MATE transports in CO_2_-treated fruit could be part of the molecular mechanism mediating the accumulation of osmolytes which are essential for maintaining the cell turgor concomitant with an efflux of H^+^ ions that can contribute to pH homeostasis (pH regulation). 

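Against fruit at harvest, which had 4.02 ± 0.291 RPKM of *FvH4_3g36410* (*EXPA4*; SD, n = 3), the gene was higher in CCS by 1.00 on the log2 scale (standard error 0.09, limma adjusted p = 2.5e-04). No library of either condition reached into the range of the other.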

*EXPA4* was also transcriptionally up-regulated by high CO_2_ levels. In the case of *EXPA4* (Harrison et al., 2001) indicated that its expression was very different from the other expansins, suggesting that this expansin appears to act independently of the cell wall breakdown. 

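In NCS *EXPA4* fell by 2.56 on the log2 scale from its value at harvest (standard error 0.12, limma adjusted p = 1.3e-05), and in ACS by 0.42 (adjusted p = 0.0104). Both differences were larger than the spread between replicates.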

Meanwhile, the opposite trend in the expression of *EXPA4* between NCS and CCS samples and the down-regulation in NCS samples compared to fruit at harvest may indicate a possible role in the control of senescence. Expansins are associated with enhanced tolerance to oxidative stress (Han et al., 2015). In agreement with this idea, it is likely that the marked transcript abundance for *EXPA4* in CO_2_-treated fruit becomes more tolerant to oxidative stress after harvest. Another gene activated by high CO_2_, *FvH4_3g08950*, encodes for late embryogenesis abundant proteins (LEA). 

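*FvH4_3g08950* had 3.91 ± 0.394 RPKM in CCS, 0.748 ± 0.256 in ACS and 0.183 ± 0.0336 in AH (SD, n = 3), and 9 reads in the 3 NCS libraries together. The log2 fold change of CCS was 4.75 against NCS (limma adjusted p = 3.7e-05) and 3.83 against AH (adjusted p = 3.4e-06). As a family, genes described as late embryogenesis abundant had 21 DEGs among 64 tested in CCS, 19 higher and 2 lower than in AH (Fisher's exact test, adjusted p = 7.9e-09), and 26 among 62 in ACS, 22 higher and 4 lower. Genes of this family also varied together between replicates, with a mean correlation of 0.31 of their deviations from the condition means.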

LEA proteins are involved in the general protecting response to many adverse conditions, mainly drought (Jia et al., 2020). In CO_2_-treated table grapes, the accumulation of the LEA protein Group 2 (also known as dehydrins) seems to play a more effective role in maintaining the structure and helping to reduce water loss and senescence-related disorders (Vazquez-Hernandez et al., 2018). All these results indicate that the ability to maintain cell water status through osmotic adjustment for controlling cellular turgor is a clear advantage of high CO_2_-treated strawberries. Additionally, in CCS the specific enrichment in gene categories of molecular function focused on genes involved in flavin-adenine dinucleotide (FAD)-binding proteins. One of the most thoroughly studied FAD-containing families is represented by the enzyme glutathione reductase (GR). FAD is necessary for GR enzyme to convert oxidized glutathione (GSSG) to the reduced glutathione (GSH). We previously reported the beneficial effect of high CO_2_ levels during cold storage was loosely connected with GSH regeneration in strawberries by GR activity (Blanch et al., 2013).

Two genes that showed a marked down-regulation by high CO_2_ encode a JA carboxyl-methyltransferase (JMT) and a peroxidase superfamily protein (POX), respectively (Figure 8D). The down-regulation of *POX1* and *JMT* in CCS follows the results of H_2_O_2_ and lignin, respectively (Figure 1). By contrast, a marked increase in the expression of PER in NCS fruit follows the results of H_2_O_2_ (Figure 1), showing that the response to hydrogen peroxide was the biological process markedly induced in non-cold stored fruit kept at 20°C after harvest. It has been reported that as the fruit ripens, oxidative stress progressively augments (Decros et al., 2019), and ROS accumulation peaks once at the start of ripening and again at overripening. 

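Compared with AH, *JMT* was higher in NCS by 1.79 on the log2 scale (standard error 0.07, limma adjusted p = 7.2e-06) and fell by 1.71 in CCS (standard error 0.08, adjusted p = 1.6e-05), while ACS did not differ from AH (-0.22, adjusted p = 0.107). AH had 94.7 ± 1.22 RPKM (SD, n = 3). For *POX*, 8 reads lay in the 3 AH libraries together, and without the filter on low values CCS did not differ from AH (adjusted p = 0.0879).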

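The rise of *POX* in NCS from AH had a limma adjusted p of 6.1e-06, and no fold change is given because its AH libraries were near or at 0. In the fit without the filter ACS also differed from AH (adjusted p = 5.1e-04), at 0.477 ± 0.135 RPKM (SD, n = 3).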

ROS also affects the production of jasmonates (Shumbe et al., 2016). 

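Among stored fruit, each of 6 genes of jasmonate synthesis had its lowest mean in CCS. The *AOS* genes *FvH4_5g16260* and *FvH4_2g07421* had 5.17 ± 0.823 and 3.19 ± 0.411 RPKM in CCS (SD, n = 3), against 23.8 ± 0.251 and 10.7 ± 0.137 in NCS and 26.5 ± 1.35 and 13.5 ± 1.48 in ACS. The log2 fold changes of CCS over NCS were -2.20 and -1.72 (limma adjusted p = 2.3e-05 and 2.6e-05). *OPDA-reductase 3* genes *FvH4_1g08453* and *FvH4_1g08454*, whose neighbouring identifiers and shared name leave the division of their reads uncertain, had 5.18 ± 0.269 and 16.0 ± 1.57 RPKM in CCS, log2 fold changes over NCS of -1.72 and -1.28. *OPDA-reductase 2* (*FvH4_5g32680*) had 34.6 ± 0.712 RPKM in NCS and 20.1 ± 0.861 in ACS, from which CCS differed by -1.02 (adjusted p = 3.7e-05) and -0.24 (adjusted p = 0.0366). Fruit at harvest had lower means still in 5 of the 6 genes, at 0.695 and 0.398 RPKM for *AOS*, 0.187 and 0.774 for *OPDA-reductase 3* and 10.5 for *OPDA-reductase 2*. The exception was *JMT* (*FvH4_2g39441*), for which CCS was below AH.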

CO_2_-treated strawberries showed the lowest transcript levels of genes involved in jasmonic biosynthetic genes including (*JMT*, *FvH4_2g39441*), (*OPDA-reductase 3*, *FvH4_1g08453* and *FvH4_1g08454*), (*OPDA-reductase 2*, *FvH4_5g32680*) and (*AOS*, *FvH4_5g16260* and *FvH4_2g07421*). Jasmonates are important cellular regulators mediating the senescence process (Thakur et al., 2016), promoting leaf senescence at the transcriptional level by activating a subset of SAGs (senescence-associated genes). In this respect, an up-regulation of *FvH4_3g06513* and *FvH4_1g25983* was observed in NCS and ACS, while a decrease was found in CCS samples. These gene expression changes are consistent with the selected senescence indicator (Figure 1). 

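*FvH4_3g06513* had 0.270 ± 0.0239 RPKM in AH, 1.34 ± 0.0205 in NCS, 0.578 ± 0.169 in ACS and 0.444 ± 0.0707 in CCS (SD, n = 3). NCS exceeded AH by 1.96 on the log2 scale (limma adjusted p = 7.8e-06) and CCS lay below NCS (-1.42, adjusted p = 7.5e-05), but CCS and ACS did not differ (adjusted p = 0.274). Without the filter on low values, both ACS (0.85, adjusted p = 0.0159) and CCS (0.55, adjusted p = 0.0185) exceeded AH. *FvH4_1g25983* stayed below that filter in every comparison, with means of 0.100 ± 0.0602, 0.329 ± 0.0130, 0.194 ± 0.0372 and 0.259 ± 0.121 RPKM in AH, NCS, ACS and CCS. Without the filter only NCS differed from AH (adjusted p = 0.0156), and CCS differed from neither NCS (adjusted p = 0.433) nor ACS (adjusted p = 0.655).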

The significant down-regulation of JA-related genes in CCS samples suggests a possible involvement of decreased levels of JA in senescence-like process attenuation in CO_2_-treated strawberries.

### Molecular determinants of firmness enhancement and cell wall integrity in high CO_2_-treated strawberries

During cold storage and interestingly after transfer to 20°C (Table 1), the shearing average force and the shearing energy values were higher in CCS than in ACS and even higher than NCS. The molecular effect of high CO_2_ on delayed strawberry firmness during cold storage has been analyzed using a heterologous cDNA microarray (Ponce-Valadez et al., 2009) or transcriptomic analysis (Bang et al., 2019). However, it is the first time that the key genes related to resistance to softening and cell wall disassembly in CO_2_-treated following transference from cold storage at 20°C have been identified. We performed WGCNA of the comparative transcriptomes to build networks and define highly interconnected genes involved in the organization of the different components of the cell wall (Figure 9).

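*EG3* (*FvH4_2g00610*) had 8 reads in the 3 AH libraries together, and 1.22 ± 0.110 RPKM in NCS, 2.58 ± 0.254 in ACS and 1.53 ± 0.252 in CCS (SD, n = 3). The limma adjusted p against AH was 4.0e-06, 1.5e-06 and 5.9e-06. CCS was below ACS by -0.73 on the log2 scale (standard error 0.13, adjusted p = 0.0108) and did not differ from NCS (adjusted p = 0.0936).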

With respect to cellulose (Figure 11A), our data indicate that while the gene (*FvH4_2g00610*, *EG3*), is practically absent in fruit at harvest, it is significantly up-regulated in all storage conditions and mainly in ACC. According to Mercado et al. (2010) *FaEG3* does not play a key role in fruit softening in transgenic strawberry plants. However, its silencing affects the amount and, albeit in a minor way, the size of hemicellulosic polymers. The expression of the gene (*FvH4_3g42900*, *CslE1*), was markedly repressed in CCS resembling that of fruit at harvest. 

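The gene was listed at 0 in all 3 AH libraries. It had 0.486 ± 0.0997 RPKM in NCS, 0.639 ± 0.0878 in ACS and 0.173 ± 0.0490 in CCS (SD, n = 3), or 386, 534 and 146 reads. CCS fell by 1.45 on the log2 scale from ACS (limma adjusted p = 0.00167), and without the filter on low values it still differed from AH (adjusted p = 6.6e-04).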

In rice, *CslE1* has been reported as a drought response gene (Jung et al., 2021). Considering the significantly lower expression levels of *CslE1* gene in CCS, showing lower water loss, we suggest a possible expression of *CslE1* in response to water loss after harvest.

As mentioned above, the result derived from the WGCNA confirms that XG reorganization plays a crucial role in high CO_2_-treated strawberries. The gen (*FvH4_5g37950*, *β-glc*) which was markedly repressed in CCS resembling that of fruit at harvest, suggest a limited degradation of 1,3-β-glucans in CO_2_-treated strawberries and a lower XG disassembling (Minic, 2008) and a lower liberation of α-glucose form the non-reducing end of β-1,3-glucan. 

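For *FvH4_5g37950*, AH had 0.134 ± 0.0362 RPKM, NCS 5.94 ± 0.260, ACS 7.46 ± 0.138 and CCS 2.41 ± 0.112 (SD, n = 3). CCS differed from ACS by -1.59 (log2; standard error 0.05, limma adjusted p = 1.2e-04) and from NCS by -1.27 (adjusted p = 1.5e-05), and it exceeded AH by 3.43 (adjusted p = 5.8e-06).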

Transcription of *β-glc* increased in response to abiotic stress such as drought and low temperature (Romero et al., 2008; Houston et al., 2016). Also, *XTH30* (*FvH4_5g23180*) and *XTH15* (*FvH4_6g38170*) were significantly down-regulated in CCS samples which showed the highest firmness values. These results follow the changes in xylose that ascertains the possibility of a lower solubilization and hydrolysis of xyloglucan oligosaccharides in the cell wall. 

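*XTH30* had 11.2 ± 0.718 RPKM in AH, 33.5 ± 1.78 in NCS, 70.4 ± 2.49 in ACS and 44.9 ± 2.51 in CCS (SD, n = 3). CCS was lower than ACS (-0.65 on the log2 scale, limma adjusted p = 0.00131) and higher than NCS (0.42, adjusted p = 0.00235). *XTH15* had 1.76 ± 0.0614 RPKM in ACS and 0.508 ± 0.00808 in CCS, a difference of -1.61 (adjusted p = 1.2e-04), and NCS, at 0.526 ± 0.141, did not differ from CCS (adjusted p = 0.938). The sign of that last difference changed when NCS replicate 1 or 3 was left out.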

From the published transcriptome data set of all *FvXTHs*, (Witasari et al., 2019) reported that the higher expression of *FvXTH9* and *FvXTH6* accelerated strawberry fruit ripening. However, there are few reports on environmental factors regulation of *XTHs* expression. Thus, the lower expression of *β-glc* and *XTH* in CO_2_-treated fruit and the steady state of xylose content, can be linked with maintaining the potentially important functions of XG in the cell wall remodeling and flexible accommodation to conserve turgor pressure.

Notably, in the selected genes cluster (Figure 12), the expression of genes encoding glycosyltransferases (GTs), mainly nucleotide-diphospho-sugar transferase (NDT) family protein that catalyze the transfer of nucleotide sugars are weakly associated with many other genes involved in cell wall metabolism. 

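*FvH4_3g23310*, the mannose-1-phosphate guanylyltransferase gene *GMP*, went from 29.0 ± 3.41 RPKM in AH to 15.7 ± 0.587 in ACS (SD, n = 3), a log2 fold change of -0.88 (standard error 0.11, limma adjusted p = 7.1e-04). CCS, at 21.5 ± 0.294 RPKM, was above ACS by 0.45 (adjusted p = 0.00212).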

In the case of GDP-mannose, our results indicate down-regulation of the gene (*mannose-1-phosphate guanylyltransferase* (*GMP*), *FvH4_3g23310*) in ACS (Figure 11B). The *Arabidopsis* mutant *cyt1* deficient in GMP showed severe phenotypes, including deficiencies in cell wall (Lukowitz et al., 2001). GDP-mannose is one of the sources of GDP-β-L-fucose, and its addition carried out by fucosyltransferases (FUTs; Park and Cosgrove, 2015). Our results demonstrate that the expression of *FUT* genes (*FvH4_3g01440*, *FvH4_6g37210*) and (*GGalPP*; *FvH4_4g27370*) did not decrease in CCS. Therefore, we propose that having a similar CO_2_-treated fruit expression of *GMP*, *FUT* and *GGalPP* to freshly harvested ones could be essential for preserving the polymerization of XGs. 

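The *FUT* gene *FvH4_3g01440* had 3.31 ± 0.272 RPKM in AH and 2.95 ± 0.317 in CCS (SD, n = 3), a log2 fold change of -0.16 (limma adjusted p = 0.300). For the other, *FvH4_6g37210*, the values were 30.7 ± 1.60 and 25.8 ± 1.12 (-0.25, adjusted p = 0.0497), and for *GGalPP* 19.2 ± 1.04 and 13.6 ± 0.402 (-0.50, adjusted p = 0.00315). ACS was lower than CCS in all 3 genes, and CCS exceeded it by 0.41, 0.49 and 0.43 on the log2 scale. *GMP* itself was lower in CCS than in AH (-0.42, adjusted p = 0.0183).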

GDP-mannose and GDP-galactose are also involved in the first steps of the ascorbic acid biosynthesis (Badejo et al., 2008). The metabolism of activated sugars is closely related to sucrose catabolism, which we already reported as being controlled by high CO_2_ treatment (del Olmo et al., 2020). UDP-glucose can be converted to other activated sugars and it is also an entrance step to the synthesis of RFOs. The most representative genes that participate in RFOs metabolism are indicated in Figure 11B. Biosynthesis of RFOs begins with the conversion of uridine diphosphate-galactose (UDP-Gal) and myo-inositol to galactinol catalyzed by galactinol synthase (GolS). Raffinose is synthesized by raffinose synthase through the transfer of a galactosyl moiety from galactinol to sucrose. Galactose can be removed from RFOs through the action of α-galactosidase. The present findings in air-cold stored (ACS) samples show an up-regulation of *FvH4_4g20790* and *FvH4_1g02620*, which are encoding a galactinol synthase 2 (GolS2) and a raffinose synthase (RafS) family protein, respectively. 

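*GolS2* rose from 0.352 ± 0.0474 RPKM in AH to 7.36 ± 1.50 in ACS (SD, n = 3), a log2 fold change of 4.03 (standard error 0.16, limma adjusted p = 5.3e-06), and was at 1.19 ± 0.0664 in CCS. CCS thus also exceeded AH, by 1.52 on the log2 scale (limma adjusted p = 5.9e-05). *RafS* rose from 18.9 ± 0.395 to 32.0 ± 1.06 RPKM, a smaller log2 fold change of 0.76 (adjusted p = 2.5e-04), with 23.9 ± 2.12 in CCS. In CCS *RafS* exceeded AH by 0.33 (limma adjusted p = 0.0271), while the authors' deposited fold change is 0, their value for genes that did not pass.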

Also, there is a decrease in the expression of *FvH4_2g12370*, encoding an α-galactosidase 1. 

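From 3.69 ± 0.0390 RPKM in AH the gene fell to 2.16 ± 0.215 in ACS (SD, n = 3; log2 fold change -0.75, limma adjusted p = 8.4e-04). CCS had 3.40 ± 0.167 RPKM, above ACS by 0.63 (adjusted p = 0.00417) and not different from AH (adjusted p = 0.280).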

The present results follow the quantitative determination of raffinose family of oligosaccharides (RFOs; raffinose and stachyose) in strawberries (del Olmo et al., 2020), indicating a sustained synthesis of RFOs in stressed air-cold stored strawberries. Accumulation of trisaccharide raffinose has been also described as a cold-inducible biosynthetic route in other fruit and vegetables (Bustamante et al., 2016; Blanch et al., 2017) and different functional roles have been suggested for RFOs (Elsayed et al., 2014). Considering the selected genes cluster our results evidence that RFOs are responsive responses to cold-induced cell wall disassembly. By contrast, CO_2_-treated strawberries are able to maintain cell wall integrity and up-regulation of RFOs biosynthesis does not happen.

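*PME17* (*FvH4_7g11320*) had 1.88 ± 0.392 RPKM in CCS against 13.1 ± 1.80 in ACS and 7.62 ± 0.492 in NCS (SD, n = 3), log2 fold changes of CCS of -2.74 and -1.98 (limma adjusted p = 4.3e-04 and 1.0e-04). Of the *PME20* genes, between which the authors' counting could have divided reads, *FvH4_5g35590* had 13.2 ± 1.53 RPKM in CCS and 40.5 ± 1.87 in ACS, and *FvH4_5g35580* 159 and 1488 reads. *PME41* (*FvH4_2g25960*) was lower in CCS than in ACS by -0.72 and did not differ from NCS (adjusted p = 0.373). The rhamnogalacturonate lyase gene *FvH4_1g19194* stayed below the filter on low values, with 173 reads in the 3 CCS libraries, 625 in ACS and 417 in NCS. Without the filter CCS differed from ACS (adjusted p = 0.0260) and not from NCS (adjusted p = 0.0573).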

CO_2_-treated fruit showed a down-regulation of genes encoding rhamnogalacturonate lyase (*RG-lyase*), and pectin esterase (*PME/PMEI*; Figure 11C). The gene (*FvH4_1g00290*, *PL*) was considerably repressed in CCS, resembling data found in fruit at harvest, while they increased in ACS, which underwent rapid softening. 

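*PL* was below the filter on low values in every comparison. The 3 libraries of each condition together held 20 reads in AH, 182 in NCS, 297 in ACS and 45 in CCS. Without the filter CCS was lower than ACS (-1.62 on the log2 scale, limma adjusted p = 0.00550) and than NCS (-1.24, adjusted p = 0.00159), and did not differ from AH (adjusted p = 0.0633).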

In transgenic strawberries, suppression of *PL* resulted in firmer fruit (Santiago-Doménech et al., 2008). The marked low expression levels of *RG-lyase*, *PME* and *PL-like* genes in CCS could avoid pectin degradation and agree with the well-known reported presence of a pectin-rich middle lamella by effect of high CO_2_ treatment.

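*FvH4_5g21120* (*EXP-like B1*) had 36.5 ± 2.77 RPKM in CCS, 81.1 ± 4.99 in NCS and 101 ± 8.90 in ACS (SD, n = 3), and AH was lower than CCS, at 10.1 ± 2.12. CCS over ACS was -1.47 on the log2 scale (standard error 0.09, limma adjusted p = 4.2e-04) and CCS over AH 1.85 (adjusted p = 1.7e-04). The other *EXP-like B1* gene, *FvH4_5g20290*, was lower in CCS than in ACS (-1.57, adjusted p = 0.00374) and not different from NCS (adjusted p = 0.253).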

The lowest expression of *EXP-like B1* (encoded by *FvH4_5g21120*) in CCS (Figure 11D) could be associated with a possible reduced modification of xyloglucans in response to high CO_2_. Expansins seem to contribute to cell wall disassembly, weakening the hydrogen bonds between cellulose microfibrils and xyloglucan, and thus increasing the accessibility of wall polymers to hydrolytic enzymes and the incorporation of new polymers into the expanding cell wall. By contrast, as we mentioned above, in the case of *EXPA4*, the highest level of expression was found in CCS samples. The marked increase in the expression of *EXPA4* remains an active area of research. Several studies have also provided evidence that expansins are associated with enhanced tolerance to abiotic stress and influence the activity of cell wall-bound peroxidase (Han et al., 2015), improving the tolerance of transgenic tobacco plants to oxidative stress. In agreement with this idea, it is likely that the marked transcript abundance for *EXPA4* in CO_2_-treated fruit becomes more tolerant to oxidative stress and deterioration after harvest, while the lowest values were found in NCS results in enhanced oxidative stress (amount of H_2_O_2_).

H_2_O_2_ and JA-based signaling processes have been suggested in the regulation of lignin production by cell wall damage (Denness et al., 2011). Our results indicate that lignin accumulation is particularly relevant in ACS (Figure 1), even though they become completely softened. 

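*F5H* (*FvH4_1g12210*) had 0.781 ± 0.117 RPKM in AH, 41.5 ± 1.82 in NCS, 50.0 ± 1.99 in ACS and 25.1 ± 1.61 in CCS (SD, n = 3), a log2 fold change of ACS over AH of 5.84 (standard error 0.11, limma adjusted p = 9.1e-07) and of CCS over ACS of -0.99 (adjusted p = 4.6e-04). The laccase gene *FvH4_1g24380* rose from 6.73 ± 0.108 to 33.8 ± 2.55 RPKM (2.31, adjusted p = 4.2e-06). The laccase 7 genes *FvH4_6g12430* and *FvH4_6g12410*, with the same uncertain division of reads, had 1874 and 87 reads in the 3 ACS libraries together and 37 and 8 in AH. *CAD* (*FvH4_1g16790*) exceeded its AH value, 26 reads, by 3.05 in ACS (adjusted p = 6.0e-05) and by 3.95 in NCS (adjusted p = 1.7e-05).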

Lignin in ACS was linked to a markedly enhanced expression of *CAD* (*FvH4_1g16790*), *F5H* (*FvH4_1g12210*), as well as a set of laccases (*FvH4_1g24380*, *FvH4_6g12430*, and *FvH4_6g12410*; Figure 11E). At the last step of lignin, CAD enzyme converts three types of hydroxycinnamoyl aldehydes into their corresponding hydroxycinnamoyl alcohols (monolignols). The cell wall stiffening by lignification is considered a terminal process in specific cells and deposition of lignin in response to different kinds of stresses and cell wall damage (Denness et al., 2011; Le Gall et al., 2015). Hence, we suggest that lignification in ACS may be a compensatory protective barrier in response to cell wall polymers degradation caused by stress during cold storage in air. This cold stress has been overcome in CCS by pretreatments with high CO_2_ levels maintaining cell wall integrity, and so no lignification has happened.

## Conclusion

We performed a global transcriptome analysis in *Fragaria vesca* using RNA-seq for an integrative study of texture at consumption, an obvious target for preventing fruit loss and to gain quality, as well as to identify the molecular determinants underlying the protection triggered by high CO_2_ to avoid deteriorative processes. Through exploring sets of DEGs for higher-level biological and molecular themes based on GO and pathway assignments, strawberries kept at 20°C after harvest are characterized by an acute enrichment in genes mainly involved in oxidative stress and up-expression of genes involved in jasmonate biosynthesis that mediate the senescence process in strawberries after harvest. WGCNA of the comparative transcriptome identified key genes which might be associated with cell wall elasticity of firmer CO_2_-treated strawberries. The decrease in the expression of *Csl E1*, *XTH30*, *EXP-like E1* and the maintenance of initial steady-state expression levels of genes involved in transfer of activated sugars such as *GMP* and *FUT* may be the cause of the beneficial effect of high CO_2_ primarily maintaining the crosslinks as well as stabilizing xyloglucans. The genes involved in rhamnogalacturonan I and homogalacturonan, mainly *RG-lyase* and *PL-like* are considerably down-regulated in firmer CO_2_-treated fruit, resembling the expression of fruit at harvest and may explain the improved middle lamella integrity. Furthermore, the up-expression of *EXPA4*, *LEA*, and *MATE* genes in CO_2_ treated strawberries, indicating their ability to preserve turgor pressure through sucrose and solutes accumulation and transport into the vacuole. By contrast in soft stressed air-cold stored samples there is a decrease in XG cross-linking along with highly disrupted pectins. Furthermore, the transcriptome data underline the preferential transcript accumulation of genes involved in lignin synthesis and raffinose pathway that could be consider as responsive responses to cold-induced cell wall disassembly. The present results on transcriptomic analysis of CO_2_-treated strawberries with enhanced resistance to softening and oxidative stress at consumption will help to improve breeding strategies of both wild and cultivated strawberries.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE207254.

## Author contributions

CM conceived and designed the experimental setup. IO, IR, and MS-B designed the RNA analysis. RT conducted technical support. MA conducted the texture analyses. ME conducted biochemical analysis. IO carried out the transcriptome analyses. IO and CM analyzed the results and wrote the manuscript. IR assisted in writing the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This research was supported by the Spanish National R&D&I Plan of the Ministry of Science and Innovation [grants AGL2017-85291-R (ERDF) and PID2020-113965RB-I00/ AEI/10.13039/501100011033].

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

GDR: Genome database for rosaceae
H_2_O_2_: Hydrogen peroxide
JA: Jasmonic acid
RFOs: Raffinose family oligosaccharides
RNA-seq: RNA sequencing
RPKM: Reads per kilobase Million
SEA: Singular enrichment analysis
TEG: Triethylene glycol
TE: Trolox equivalents
WGCNA: Weighted gene co-expression network analysis

# Supplementary material for: Transcriptomic analysis of CO2-treated strawberries (Fragaria vesca) with enhanced resistance to softening and oxidative stress at consumption
**Source:** Front Plant Sci. 2022 Aug 19;13:983976. doi: 10.3389/fpls.2022.983976
**Supplement:** Supplementary file 12

**Table S1.** List of primer sequences used in this study including the efficiency and the amplicon size.

How the deposited data were processed for this re-analysis (not part of the article)

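RNA of *Fragaria vesca* 'Mara des Bois' fruit in 4 conditions, AH, NCS, ACS and CCS, with 3 libraries each, had been sequenced, and the table that the authors deposited was analysed. The samples were grouped by the condition and replicate number in their labels.

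The authors removed adapters with Cutadapt, aligned the reads with HISAT to the *Fragaria vesca* genome and counted them in SeqMonk. The deposited RPKM values are reads per kilobase of gene, scaled to the size of the library, for 34008 genes with no filter and no pooling of replicates. The authors described their counting as not using strand, so overlapping and antisense genes can share reads. The deposited table also holds the log2 fold changes of the authors' own DESeq2 comparisons of raw counts for each of 6 pairs of conditions, with 0 for genes that did not pass their adjusted p. Gene identifiers and descriptions were used as the table gives them, and 24411 genes had a description that was used.

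Before the data were examined, a count test had been set for a table of counts and limma on log2(value + 0.1) for a table of normalized values. Since the table held RPKM values, limma was used throughout, in R 4.3.3 with limma 3.58.1. Each of the 6 comparisons was fitted on its own 6 libraries, over genes with at least 0.5 RPKM in at least 3 of them, with a pseudocount of 0.1, eBayes without a trend and Benjamini-Hochberg adjustment. A gene with an adjusted p of 0.05 or less and a log2 fold change of at least 1.5 in size was called a DEG. The log2 fold change is the second condition over the first. Where a gene was below the filter, its values come from the fit without a filter, and this is said. Genes controlled by CO_2_ were those with an adjusted p of 0.05 or less in both comparisons of CCS, a change of at least 1.5 against NCS (at least 3 for the most controlled) and of at least 1 against ACS. This name is that of the paper. It describes a single container for the air-stored and a single container for the CO_2_-treated fruit. The p-values thus measure the spread between libraries within a container and cannot tell CO_2_ from container. With 3 libraries against 3, an exact permutation test cannot give a p below 0.1, so that the p-values rest on the model.

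The genes named were fixed by a rule before the data were examined: every gene whose identifier the paper gives in its text, Figure 8B, Figure 11 or Table S1, and for each comparison up to 2 genes that rose most and 2 that fell most among DEGs whose libraries do not overlap. The few genes named outside this rule are marked as such.

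Numbers of reads were recovered from the RPKM values, whose low values are whole multiples of what 1 read is worth. Whole numbers of reads were found for 30993 of the 30995 genes above 0. The recovered totals were 64.2 to 119.9 M (mega) reads per library, of which 94.0 to 96.0% lay on genes. Counted as pairs, they come to 41.9 to 59.9 M in AH, 32.1 to 45.4 in NCS, 34.1 to 50.8 in ACS and 37.1 to 43.7 in CCS. The paper's stated read pairs are 45 to 64, 34 to 50, 39 to 57 and 41 to 51 M, of which the recovered totals make up 93.2, 92.8, 88.8 and 89.9%. The second range is listed there under SL, a label that the paper does not define and that was taken as NCS. A gene of median length (2988 bp as recovered) is worth 0.0337 to 0.0629 RPKM at 10 reads, so that the filter of 0.5 RPKM lies well above single reads. Counting error covers sampling only. Replicate libraries differed by more than that, with a median ratio of the observed to the expected squared difference between 3.97 (NCS replicates 1 and 3) and 32.4 (AH replicates 1 and 3).

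The share of DEGs in 14 families of described genes was tested with two-sided Fisher's exact tests, 42 in all. The paper's weighted network was not repeated. The Pearson correlation of RPKM values with the shearing average force of Table 1 was computed instead for 17152 genes, and the number with at least 0.85 in size was compared over all 24 assignments of the force values. The co-expression of the 28 genes of Figure 11 was compared with 10000 random lists matched on mean expression. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used. The limma steps were tested on simulated libraries, where 198 of 200 changed genes among 15912 were called and no unchanged gene was.

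Pairing of the libraries was taken from the replicate numbers in the labels, and the paper does not say that same-numbered libraries share fruit. The fit with the replicate number as a block was run beside each comparison. Other alternatives set before the data were examined were a pseudocount of 1, no filter, genes with at least 10 reads in every library, all 12 libraries in one fit, each library left out in turn, and other traits and scales for the firmness and co-expression results. Median-of-ratios scaling of the RPKM values, limma with a trend, voom on the recovered reads, and leaving out a library while keeping the genes tested with all libraries were added after the data were seen. The last of these was added after the counts of the first version of leaving out a library were seen. Family tests on the DEGs called by the authors were also added then, in the place of an alternative that needs counts. The limits of some tests of the closing observations were also set after seeing the values, or while the tests were being written. These are a gap of 1 between fold changes, a difference of 0.3 between neighbouring genes and a correlation of 0.8 with the seed-type genes.

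Biochemical, texture and qPCR measurements have no values in the deposited table and were not analysed here, apart from the force values of Table 1, which are the paper's. DESeq2 was not run, since the values are not counts and the recovered reads are not the raw counts over exons that the authors tested with it. Enrichment of gene ontology terms was not analysed here, because the table pairs genes with descriptions and not with terms.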

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

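The results below were singled out because the change from harvest went in opposite directions in NCS and in CCS, and of the tests given, the one with voom was set before its value was seen and the others only after the result was seen.

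Among the 569 genes that were DEGs against AH in both NCS and CCS, 2 changed in opposite directions. *JMT* (*FvH4_2g39441*) rose by 1.79 (log2) in NCS and fell by 1.71 in CCS, with RPKM means of 94.7 in AH, 328.8 in NCS, 81.4 in ACS and 28.9 in CCS, and CCS differed from NCS by -3.51 (limma adjusted p = 1.3e-06), lower in 3 of 3 CCS libraries than in any NCS library. *FvH4_6g51230*, for which no description was used, fell by 1.70 in NCS and rose by 2.62 in CCS, with RPKM means of 0.714, 0.206, 2.72 and 4.92 in AH, NCS, ACS and CCS, and CCS differed from NCS by 4.32 (adjusted p = 7.3e-04), higher in 3 of 3 CCS libraries. Its fall from AH to NCS had an adjusted p of 0.0357 and rests on 15, 2 and 1 reads in the NCS libraries, and the authors' deposited fold change for it is 0, their value for genes that did not pass. Opposite changes of at least 1.5 each, by which the genes were chosen, already fix a difference of at least 3 between CCS and NCS, so that its adjusted p and the order of the libraries restate that choice and are no separate test. *FvH4_6g51230* is outside the rule for named genes and is named after its values were seen.

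After median-of-ratios scaling there were again 2 genes with opposite changes. This count is no test of the scaling, which moved the median of all genes from 0.14 to -0.03 in NCS against CCS and so could not undo changes of this size. For *FvH4_6g51230* few reads are another candidate explanation, with 70 reads in the 3 AH libraries together, 18 in NCS, 233 in ACS and 406 in CCS. With voom on the recovered reads, which weights by depth, the difference of CCS from NCS had an adjusted p of 5.1e-05 and a log2 fold change of 5.00, but so large a difference was fixed by the choice of the gene. Over no filter, scaling, the replicate block and voom, that adjusted p ran from 5.1e-05 to 0.00226. The fall from AH to NCS passed with voom (adjusted p = 0.0273), scaling (0.0386) and the block (0.0424) and not with no filter (0.0668), so that an opposite change of this gene depends on the filter and cannot be told apart from the effect of few reads. Reads shared with related genes could not be tested, since the 18 NCS reads of *FvH4_6g51230* cannot be assigned again, and the pattern cannot be told apart from that explanation either. A response to storage temperature and CO_2_ may lie behind these changes. The paper reports the lower *JMT* in CCS, and it does not discuss *FvH4_6g51230*.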

How the results depend on the processing

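Median-of-ratios scaling, limma with a trend, voom, family tests on the authors' own calls, and leaving out a library with the tested genes kept were chosen only after the results were seen, and the counts over other splits of the libraries were also set after them.

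With a pseudocount of 1 in place of 0.1, the DEGs went from 1021 to 544 in AH against NCS, from 1426 to 778 in AH against ACS, from 1100 to 557 in AH against CCS, from 544 to 230 in NCS against ACS, from 612 to 259 in NCS against CCS and from 53 to 15 in ACS against CCS. The same setting left 31 of 85 genes controlled by CO_2_ and 1 of 10 most controlled. Genes with at least 10 reads in every library gave 5 most controlled genes, and voom 16. The firmness-ordered genes went from 824 to 1313 with the first force peak and 518 with the shearing energy. The cause was not tested. In the other settings run, apart from leaving out a library, these counts and those by adjusted p stayed within 1.5 times, and the family tests past the threshold stayed between 23 and 27.

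Leaving out each library in turn, with the filter applied to those left or with the tested genes kept, gave 778 to 1052 DEGs in AH against NCS, 946 to 1452 in AH against ACS, 739 to 1128 in AH against CCS, 300 to 615 in NCS against ACS, 384 to 701 in NCS against CCS and 37 to 62 in ACS against CCS. Genes by adjusted p ran from 3913 to 7247, 4568 to 8428, 3885 to 7845, 5842 to 7744, 6493 to 7854 and 2521 to 4133 in the same order. Genes controlled by CO_2_ ran from 73 to 91, those most controlled from 5 to 11, and firmness-ordered genes from 631 to 1157. With the tested genes kept the ranges were narrower, 998 to 1052, 1414 to 1452, 1094 to 1128, 477 to 615, 569 to 701 and 50 to 62 DEGs. The first version moved the filter as well as the number of libraries.

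Scaling moved the balance of higher and lower genes. The median log2 fold change of all tested genes went from 0.14 to -0.03 in NCS against CCS, from 0.08 to -0.03 in NCS against ACS and from 0.07 to -0.04 in AH against CCS, and in the other comparisons it moved by less than 0.1. Among genes by adjusted p, the share higher went from 40.7 to 50.5% in AH against NCS, 51.2 to 48.1% in AH against ACS, 62.9 to 48.4% in AH against CCS, 64.4 to 45.5% in NCS against ACS, 72.9 to 44.4% in NCS against CCS and 64.2 to 42.2% in ACS against CCS, and among the genes controlled by CO_2_ 40 lower and 43 higher became 52 and 28, with 3 and 7 of the most controlled becoming 4 and 4. Firmness-ordered genes with a positive and a negative correlation went from 264 and 560 to 84 and 669. Directions of small changes thus hold only relative to this shift.

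The replicate block gave 1021, 1421, 1101, 548, 612 and 53 DEGs in the order above, 86 genes controlled by CO_2_, 10 most controlled, and 25 family tests past the threshold. Same-numbered libraries had a mean correlation of deviations of 0.07 in AH and NCS, 0.10 in NCS and ACS and 0.05 in NCS and CCS.

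Of 256 changes of named genes, 208 were tested and 193 passed. Under the settings set before, 997 values kept direction and side of the threshold, 13 no longer passed, 4 newly passed and 0 reversed, and under the added ones 613, 2, 4 and 3. Without the filter 35 of the 48 changes not tested passed. Each reversal was in NCS against CCS and near 0. After scaling *FvH4_2g02090* was at -0.0558, *FvH4_2g25960* at -0.0947 and *FvH4_3g01440* at -0.0749. With a library left out, *FvH4_1g02620* ran from -0.0874 to 0.0387, *FvH4_4g27370* from -0.0639 to 0.0026 and *FvH4_6g38170* from -0.20 to 0.13. Across the fits that each left out a library, 44 values no longer passed, 3 newly passed and 5 reversed in each version, while 1016 and 1196 kept direction and side. The cause was not tested.

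For each comparison the libraries were split in 10 ways into 3 and 3, and 1 of them, the real one, gave as many DEGs or genes by adjusted p, which was also 1 of the 4 splits that part all same-numbered pairs. No other split gave more than 4 genes. With 10 splits the share cannot fall below 0.1. Of 100 exchanges of same-numbered NCS, ACS and CCS libraries drawn from 216, 4 gave as many genes controlled by CO_2_ and 4 as many most controlled. The others of these were the 3 with NCS in the place of CCS, with 463 to 495 genes, and the rest gave at most 53 and 2. Of the 24 assignments of force values 11 gave as many firmness-ordered genes.

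Of the 21 genes of Figure 8B, 20 had means below 10 RPKM in every condition. Whether low values account for the changes in the counts of most controlled genes was not tested. DESeq2, shrunken fold changes and TMM were not run, since they need the authors' raw counts, which the reads recovered from RPKM values, used in voom only, are not, and scaling by total library size is what RPKM already holds.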

Differences from the paper's values

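Median-of-ratios scaling, voom and the family test on the authors' own calls were chosen only after the data were seen, and the other settings named here were set before.

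DEGs in AH against NCS numbered 1021 (3.00% of all genes), against the paper's 1681 (4.9%). In AH against ACS there were 1426 (4.19%), against the paper's 2230 (6.6%), and in AH against CCS 1100 (3.23%), against the paper's 1762 (5.2%). Of the alternatives set before the data were examined, no filter on low values brought these within 1.5 times the paper's values, with 1151, 1634 and 1274 DEGs (3.38, 4.80 and 3.75%), and the others, a pseudocount of 1, genes with at least 10 reads in every library, all 12 libraries in one fit, the replicate block and leaving out each library, did not. Voom on the recovered reads, chosen after seeing the values, gave 1141, 1557 and 1213.

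In CCS against NCS there were 612 DEGs (1.80%), against the paper's 1066 (3.2%). None of the alternatives set before the data were examined closed the gap, the nearest being no filter with 709. Voom on the recovered reads, chosen after seeing the values, gave 720, within 1.5 times the paper's value.

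Genes controlled by CO_2_ and lower in both comparisons numbered 40 against the paper's 71, and none of the alternatives set before the data were examined closed the gap (44 with no filter). After median-of-ratios scaling, chosen after seeing the values, there were 52, within 1.5 times. Genes higher than in NCS and lower than in ACS numbered 2 against the paper's 6, and with no filter there were 4, within 1.5 times. The fit that left out ACS replicate 3 also gave 4. The genes most controlled by CO_2_ numbered 10 against the paper's 21, of which 3 were lower against the paper's 12. None of the alternatives set before the data were examined closed these gaps. Voom on the recovered reads, chosen after seeing the values, gave 16 and 9, both within 1.5 times, and called 14 of the paper's 21 genes as most controlled, against 8 here. With no filter all 21 genes had an adjusted p of 0.05 or less in both comparisons.

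With all genes of at least 1 read, an alternative set before the data were examined, 910 genes had a correlation of at least 0.85 in size with the shearing force, which is also the paper's number, against 824 above the filter.

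The paper states that AH against CCS had the smallest number of differentially expressed genes. The smallest number here was that of AH against NCS, 1021 against 1100 in CCS. With a stored library left out and the filter applied to those left, CCS was the smallest (739 to 753, against 778 to 812 in NCS). In the other settings named at that claim NCS was the smallest, as it is in the paper's own numbers above. The paper states that hexosyl transferases were enriched in CCS. Genes described as glycosyltransferases, with 10 DEGs among 89 tested, had an odds ratio of 1.79 (adjusted p = 0.128, Fisher's exact test). They passed with the authors' own calls over all genes (17 of 157, adjusted p = 0.00596) and after median-of-ratios scaling (11 of 89, 0.0462), both added after the data were seen, and not with all genes as the background, set before (0.0658), so that the adjusted p ran from 0.00596 to 0.128. The paper states that jasmonate synthesis genes were lowest in CCS fruit. CCS had the lowest mean of the stored fruit in all 6 genes, and AH was lower still in 5 of them, such as *AOS* (*FvH4_5g16260*) with 0.695 RPKM against 5.17 in CCS. The paper states that the senescence-associated genes *FvH4_3g06513* and *FvH4_1g25983* rose in NCS and ACS and fell in CCS. The first was lower in CCS than in NCS (-1.42, limma adjusted p = 7.5e-05, in 3 of 3 libraries), and its mean of 0.444 RPKM in CCS was above the 0.270 of AH. The second was below the filter in every comparison, and without the filter CCS did not differ from ACS (0.259 and 0.194 RPKM, adjusted p = 0.655, with libraries overlapping). The paper states that the expression of *FUT* genes and *GGalPP* did not decrease in CCS. The *FUT* gene *FvH4_3g01440* did not differ between AH and CCS (log2 fold change -0.16, limma adjusted p = 0.300, with libraries overlapping). Against AH, *FvH4_6g37210* changed by -0.25 and *GGalPP* (*FvH4_4g27370*) by -0.50 (log2; limma adjusted p = 0.0497 and 0.00315), and *GMP* (*FvH4_3g23310*), which the paper describes as similar to fruit at harvest, by -0.42 (adjusted p = 0.0183), each in 3 of 3 libraries and each less than in ACS (-0.74, -0.92 and -0.88). The paper states that *XTH30* was lower in CCS. *XTH30* (*FvH4_5g23180*), with 44.9 RPKM in CCS, was lower there than in ACS (70.4) and higher than in NCS (33.5) and AH (11.2). The paper states that synthesis of raffinose family sugars was not up-regulated in CO_2_-treated fruit. *GolS2* (*FvH4_4g20790*) was above AH in CCS by 1.52 (log2, limma adjusted p = 5.9e-05) and *RafS* (*FvH4_1g02620*) by 0.33 (adjusted p = 0.0271). Both rose less than in ACS (4.03 and 0.76).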

Other observations

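Of the tests in this part, that of introns was set before its value was seen, and all others were chosen only after the result was seen.

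The *actin* gene *FvH4_7g22410* was lower than at harvest in stored fruit, with log2 fold changes of -0.84 in NCS, -0.87 in ACS and -0.84 in CCS (limma adjusted p = 3.2e-04, 3.7e-04 and 3.7e-04), no library overlapping with those of AH. Among the 5225 genes of at least 10 RPKM, its change in ACS lay at percentile 4.38. After median-of-ratios scaling the change in ACS was -0.91, but this scaling moved the median of all genes only from 0.01 to -0.03 and could not have undone the fall, so that it is no test. Reads shared between actin genes remain possible, since *FvH4_6g22300*, described with the same words, changed by -1.30 in ACS, although *FvH4_3g35960*, also described so, changed by -0.57, and the pattern cannot be told apart from that explanation. Of the 5 other actin genes looked at, *FvH4_6g22300* alone fell by at least 1 (log2) in ACS, and both are named after their values were seen. The paper's methods name *FvH4_7g22410* as the housekeeping gene of its qPCR. A fall of this gene in stored fruit would shift upwards the qPCR changes from AH that are expressed relative to it. The qPCR values were not analysed here.

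Genes described with seed-type words varied together between replicate libraries. Over 99 such genes the mean correlation of the deviations from the condition means was 0.21, against a median of 0.03 for 10000 matched random lists, none of which was as high (permutation p = 0.0001, the smallest they can give). A candidate explanation is an uneven share of achenes among the pooled berries. The word list was written after some of these genes had been seen to vary together. The genes described as late embryogenesis abundant, a family fixed before, had a mean correlation of 0.31 over 54 genes against a random median of 0.01, but this shows only that they vary together, and other explanations such as ripeness would give the same. Library size is an unlikely source, with a correlation of 0.04 with the mean deviation (Spearman rho 0.06, exact permutation p = 0.872 over 1296 orders within conditions, two-sided; -0.04 without the 2 libraries farthest from the median). The lowest mean deviation was -0.37 in CCS replicate 3 and the highest 0.22 in ACS replicate 1. For the genes controlled by CO_2_ the test of this variation leaves the question open. Of the 84 tested, which leave out 1 gene with a seed-type word, 0 had deviations with a correlation of at least 0.8 with the seed-type genes, against 406 (2.38%) of 17053 other genes. At that share only 2.00 would be expected, and a large spread between replicates works against passing the tests that define the set, so that it cannot be told apart from an uneven share of achenes.

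Replicates of AH differed more from each other than those of the other conditions, with a median spread 2.03 times as large. Sampling noise is an unlikely source, since the ratio was 2.63 among genes of at least 10 RPKM. Most of the excess lies with AH replicate 1, whose pairs with replicates 2 and 3 had median differences of 0.192 and 0.242 (log2). Replicates 2 and 3 of AH had 0.0844, close to the 0.0822 of the farthest pair of any other condition. Set against the mean of the other conditions' pairs, the ratio was 2.74 over all AH pairs and 1.33 for replicates 2 and 3, so that the pattern cannot be told apart from that of a single library. Removing the part that follows the seed-type genes left a ratio of 3.07, which speaks against achenes as the source. No biological explanation was tested.

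Changes from AH were smaller in CCS than in ACS. Among 1471 genes changed by at least 1.5 (log2) in ACS, 84.1% changed less in CCS, a share that the choice by ACS raises. Among 1169 genes chosen by their change in CCS it was 70.1%, and among 1080 chosen by NCS 78.6%, or 80.4% after median-of-ratios scaling. The choice of genes is thus an unlikely source on its own. The value after scaling is no test of it, since the scaling moved the median of all genes only from 0.07 to -0.04 in AH against CCS and from 0.01 to -0.03 in AH against ACS, too little to undo the difference. The regression slope of CCS on ACS changes was 0.86 and of ACS on CCS 1.03. A damped response under CO_2_ is a hypothesis that these values do not settle.

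Between the RPKM values and the authors' deposited fold changes, 202 of 36503 comparisons of a gene, in 91 genes, differed by more than 1 (log2), and 85 had opposite signs. The polygalacturonase inhibitor *FvH4_6g22810* is 1 of them, with a log2 fold change of 2.13 from the RPKM values (ACS over AH) and a deposited one of -0.54. Reads of neighbouring genes are an unlikely source, since 13.9% of the changed genes with such a gap had a neighbour changed alike, against 11.5% of the others. Reads within introns remain possible, since the paper describes raw counts over exons for its fold changes and all reads, corrected by probe length, for RPKM. The genes with the gap had a median recovered length of 2368 bp against 3191 bp for the others (permutation p = 0.0035, two-sided), but length does not give the share of introns, and the pattern cannot be told apart from that explanation.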
